# Analysis of FGF-Dependent and FGF-Independent Pathways in Otic Placode Induction

**DOI:** 10.1371/journal.pone.0055011

**Published:** 2013-01-23

**Authors:** Lu Yang, Paul O’Neill, Kareen Martin, Juan C. Maass, Vassil Vassilev, Raj Ladher, Andrew K. Groves

## Abstract

The inner ear develops from a patch of thickened cranial ectoderm adjacent to the hindbrain called the otic placode. Studies in a number of vertebrate species suggest that the initial steps in induction of the otic placode are regulated by members of the Fibroblast Growth Factor (FGF) family, and that inhibition of FGF signaling can prevent otic placode formation. To better understand the genetic pathways activated by FGF signaling during otic placode induction, we performed microarray experiments to estimate the proportion of chicken otic placode genes that can be up-regulated by the FGF pathway in a simple culture model of otic placode induction. Surprisingly, we find that FGF is only sufficient to induce about 15% of chick otic placode-specific genes in our experimental system. However, pharmacological blockade of the FGF pathway in cultured chick embryos showed that although FGF signaling was not sufficient to induce the majority of otic placode-specific genes, it was still necessary for their expression in vivo. These inhibitor experiments further suggest that the early steps in otic placode induction regulated by FGF signaling occur through the MAP kinase pathway. Although our work suggests that FGF signaling is necessary for otic placode induction, it demonstrates that other unidentified signaling pathways are required to co-operate with FGF signaling to induce the full otic placode program.

## Introduction

The entire inner ear and the neurons that innervate it are derived from the otic placode, a patch of thickened ectoderm that lies on either side of the posterior hindbrain [1], [2], [3]. The otic placode, together with the nasal, lens, trigeminal and epibranchial placodes derive from a circumferential band of ectoderm running around the anterior neural plate. This “pre-placodal” domain is molecularly distinct from the neural plate, epidermis and emerging neural crest, and is induced and positioned by a combination of activating and inhibitory signals from the neural plate, epidermis and underlying mesendoderm [4], [5], [6]. The pre-placodal domain gives rise to groups of placodal progenitor cells that are initially intermingled [7], [8], [9], but later become distinct and regionally restricted in response to local inducing signals. It is now well-established from studies in all major vertebrate groups that FGF signaling is necessary to initiate the induction of the otic placode. The source and identity of the inducing FGF family members vary between different vertebrate species – for example, *Fgf3* and *Fgf8* present in the hindbrain co-operate to induce the otic placode in zebrafish [10], [11], [12], whereas in mice, hindbrain-derived *Fgf3* and mesodermally-derived *Fgf10* are necessary for otic placode induction [13], and in chickens, both *Fgf3* and *Fgf19* are initially expressed in mesoderm underlying the presumptive otic placode and later become expressed in the hindbrain adjacent to the otic placode [14], [15], [16].

The induction of the otic placode in response to FGF signaling proceeds in a series of steps [5], [17], some of which can be experimentally uncoupled [18], [19], [20]. The first evidence of regional differentiation within the posterior pre-placodal domain is the expression of the transcription factors *Pax2* and *Pax8* [11], [12], [19], [21]. Fate-mapping of this region using DiI in chick embryos or Pax2-Cre transgenic mice shows that, in addition to giving rise to the otic placode, *Pax2*-expressing cells will also contribute to both epidermis and at least some of the epibranchial placodes [5], [8], [22], [23]. This *Pax2*-expressing progenitor domain has been termed the pre-otic field or the otic-epibranchial progenitor domain (OEPD) [2], [5], [17], [24]. The decision to become otic versus non-otic derivatives is mediated in part by the duration of FGF signaling in the OEPD, with transient FGF signaling tending to favor otic differentiation, while sustained FGF signaling appears to repress otic differentiation and permit differentiation of the epibranchial placodes [24]. Consistent with this idea, some of the first genes to be up-regulated in the otic placode are negative regulators of FGF/MAP kinase signaling such as members of the *Sprouty* and *Dusp* dual-specificity phosphatase families [25], [26], [27]. Wnt signaling, emanating from the midline and neural folds also acts to distinguish otic progenitors from their neighbors in the OEPD. High levels of Wnt signaling direct OEPD progenitors towards an otic fate, whereas reducing or blocking Wnt signaling greatly reduces the size of the otic placode and expands surrounding epidermis [5], [17], [24], [28].

The signals that direct the subsequent differentiation and development of the otic placode after establishment of the *Pax2* ^+^ OEPD are far less well-characterized. Although FGF signaling is clearly necessary for otic placode induction, it is not clear whether it is sufficient to induce the otic placode, or whether other signals also play a role in the induction of otic markers. At one extreme, FGF signaling might simply initiate the induction of the very first otic genes such as *Pax2*, with other signals from the hindbrain and mesoderm inducing other otic genes sequentially or in parallel with FGFs. Alternatively, FGF signaling might be sufficient for the induction of most otic placode genes. Although recent microarray studies have identified a number of otic placode genes that require FGF signaling for their induction [29], the sufficiency of FGF in otic induction has only been examined for a very small number of genes, including *Pax2* [30].

In an attempt to better distinguish between the necessity and sufficiency of FGF signaling in otic placode induction, we sought to estimate the proportion of otic placode genes that can be induced by exposure to FGFs. We assembled a list of otic-specific genes by carrying out a microarray comparison of otic versus non-otic ectoderm in the chick embryo. We then compared this with a list of FGF-responsive genes obtained using microarrays to identify genes induced by culturing pre-placodal ectoderm in FGF2. We were surprised to find that out of 345 otic-specific transcripts identified in our microarray experiments, only 52 were also induced by FGF signaling in culture, suggesting that FGF signaling is only sufficient to induce a small proportion of otic placode genes. We used pharmacological inhibitors of the FGF pathway in chick embryos to show that although FGF signaling was not sufficient to induce the majority of otic-specific genes, it was still necessary for their expression in vivo. Our inhibitor experiments also suggest that the early steps in otic placode induction regulated by FGF signaling likely occur through the MAP kinase pathway. Our work suggests that while FGF signaling is clearly necessary for otic placode induction, other currently unidentified signaling pathways may be required to co-operate with FGF signaling to induce the majority of otic placode genes.

## Materials and Methods

### Chick Embryos

Fertilized chicken eggs were obtained from local commercial suppliers (AA Labs, Westminster, CA or Ideal Poultry, Cameron, TX) and incubated in a humidified atmosphere at 37.8°C. Embryos were staged according to the number of somite pairs (ss) or by the Hamburger and Hamilton (HH) staging system [31].

### Floating Chick Embryo Cultures

“Cornish pasty” embryo cultures were made with minor modifications to the methods of Nagai and colleagues [32]. Stage HH5-8 embryos were dissected from eggs and excess yolk was removed. The embryos were folded in half along the midline into a semi-circle, and cut along the outside edge. A series of small cuts were made along the round edge of the semicircular blastoderm to ensure proper sealing. The embryos were allowed to rest undisturbed in Ringer’s solution at room temperature for approximately 30 minutes and then transferred to 6-well plates containing 3 ml of medium (a 2∶1 mixture of thin albumen and Ringer’s solution with penicillin and streptomycin). Each well contained no more than five embryos. The cultures were grown at 37.8°C for 24 hours, to approximately HH stage 11–12. The embryos were then dissected free of the surrounding area opaca and fixed in 4% paraformaldehyde overnight at 4°C.

### Chick Electroporation

Chick embryos at HH stages 6–7 were explanted as “EC” cultures on filter paper and maintained on agar-albumen plates as described in [33]. Embryos were electroporated with a dominant-negative mutation of rat MEK-1 containing two point mutations (S218A and S222A) [34] cloned into the pCIG vector that contains an IRES-GFP sequence, or with pCIG alone. DNA was diluted at 3 µg/µl in Howard’s Ringer solution containing 0.1% Fast Green and applied using a Picospritzer II pressure injector. Embryos received five 50 ms pulses of 15 V each, delivered through a custom-built square-wave electroporator. Electroporated embryos were then returned to their agar-albumen plates and cultured until they had reached at least HH stage 10 before being fixed and processed for in situ hybridization for *Pax2* and immunohistochemistry for GFP.

### Collagen Gel Ectoderm Cultures

0–4 ss embryos (HH stage 6–8) were dissected from eggs, washed with Ringer’s solution and treated with 0.1 mg/ml dispase in DMEM/F12 medium on ice for 15 minutes, then at 37°C for 10 minutes. Digestion was stopped by washing the embryos with 10% fetal bovine serum in DMEM for 10 minutes on ice and keeping them on ice in Ringer’s solution. Using 30-gauge hypodermic needles, prospective trigeminal, otic level or lateral ectoderm was isolated from embryos (see Figure 1) and held on ice in Ringer’s solution until needed.

**Figure 1:**
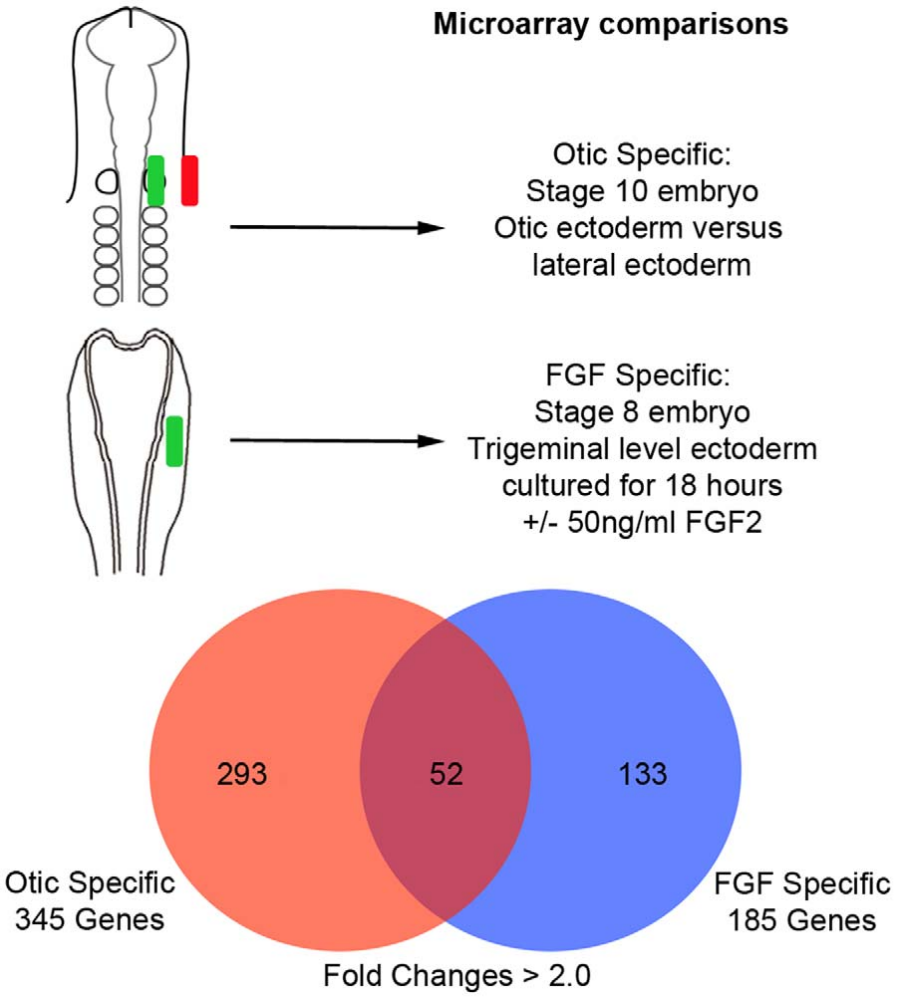
Design of the microarray experiments used in the paper. In the first set of comparisons, otic placode tissue (green) and non-otic tissue lateral to the otic placode (red) were dissected from Hamburger and Hamilton stage 10 chick embryos and gene expression compared by Affymetrix microarrays. In the second set of comparisons, presumptive trigeminal placode ectoderm was dissected from Hamburger and Hamilton stage 8 chick embryos and cultured in collagen gels in the presence or absence of 50 ng/ml FGF2 for 18 hours. Gene expression in the FGF2-treated and control samples was again compared by Affymetrix microarrays. The Venn diagram shows genes that were significantly (p<0.05) up-regulated in each experiment.

As described by Groves and Bronner-Fraser [19], collagen matrix gels were prepared by mixing 10 parts bovine collagen solution with 1 part 10×MEM. The solution was brought to neutral pH by adding 7.5% sodium bicarbonate drop-wise, typically to a final concentration of 0.35%. Ten to fifteen pieces of ectoderm were suspended in a 50 µl drop of the collagen mixture, and allowed to solidify at 37°C for 20 minutes. Each collagen matrix gel was cultured in 500 µl of DMEM-BS medium (a modification of the chemically defined medium of [35], [36]) and growth factors or inhibitors were added as appropriate. Explants were cultured at 37°C for 18–24 hours. Excess collagen was removed and explants were rinsed with PBS for RNA extraction. In some cases, manually dissected chunks of head tissue including the neural tube, mesoderm and endoderm were also cultured in collagen gels.

### Activation and Pharmacological Inhibition of the FGF Pathway

Recombinant human FGF2 was obtained from the NCI Biological Resources Branch and prepared as a 10 µg/ml stock in L15 medium containing 0.5% BSA. The following inhibitors were used in this study: SU5402 (FGF receptor inhibitor; 0.5–20 µM); U0126 (MEK inhibitor; 1–40 µM); SB203580 (p38 MAP kinase inhibitor; 1–100 µM), LY294002 (PI3 kinase inhibitor; 1–40 µM), Wortmannin (PI3 kinase inhibitor; 0.1–10 µM), U73122 (PLCgamma inhibitor; 1–100 µM) and AKT inhibitor IV (1–20 µM). All inhibitors were prepared as stock solutions in DMSO and stored in the dark at −20°C. In all experiments involving these inhibitors, DMSO was added to control cultures at the same concentration as the cultures containing inhibitors.

### Probe Synthesis and in situ Hybridization

Digoxygenin-labeled, cRNA probes were synthesized for whole mount in situ hybridization according to the protocol of Stern [37], using plasmid clones from the following sources: Brian Huston (*BMP7*), Doug Engel (*Gata3*), Berta Alsina (*Lmx1b*), Domingos Henrique (*Pax2*), and Jonathan Raper (*Robo2*). Chicken EST clones from the BBSRC Chick EST Database [38] were used to generate probes for *Cyp26C1* (ChEST102p18), *FGF8* (ChEST438h15) and *Foxi2* (ChEST912m14). Probes for *Foxg1, Has2,* and *Sox8* were generated by transcription of amplified PCR products from chick genomic DNA. A T7 polymerase sequence (GGATCCTAATACGACTCACTATAGGGAG) was added to the 5′ end of the reverse primer for each target gene. The primer sequences used to generate PCR probes are listed in Table S4. PCR products were purified using QIAquick PCR Purification Kit (Qiagen). *NGFR* and *SMOC1* probes were transcribed from the corresponding Affymetrix consensus sequences cloned from chick cDNA. Detailed protocols for probe synthesis and whole mount in situ hybridization are available from the corresponding authors.

### Immunocytochemistry

For cryosections, embryos were equilibrated in 15% sucrose in PBS, embedded in gelatin (7.5% gelatin, 15% sucrose in PBS) and frozen in liquid nitrogen. 18 µm thick sections were collected on Superfrost Plus slides and stored at −20°C. Slides were placed in PBS at 50°C for 15 minutes to remove gelatin, washed twice in PBS containing 0.1% Triton X-100 and blocked in PBS containing 0.1% Triton X-100 and 5% goat serum for 2–3 hours. Primary antibodies were diluted in blocking buffer and applied overnight at 4°C. The slides were washed twice in PBS/0.1% Triton X-100 and secondary antibodies were diluted in blocking solution and applied for 45 minutes at room temperature. Slides were washed twice in PBS/0.1% Triton X-100 and incubated in DAPI solution for 10 minutes, then washed in PBS before being mounted in Fluoromount G (Southern Biotechnology). Antibodies used in this study were a rabbit polyclonal antibody to Pax2 (Invitrogen), a rabbit polyclonal antibody to GFP (Invitrogen) and a rabbit polyclonal antibody to phosphorylated p44/p42 MAP kinase (Cell Signaling). Whole mount immunocytochemistry for Pax2 and GFP was performed using the same blocking and washing buffers. Whole mount phospho-MAP kinase staining was performed according to a protocol from Janet Rossant [39].

### RNA Extraction, cDNA Synthesis and Real-Time PCR

RNA was extracted from the explants using a Qiagen RNeasy Plus Micro Kit according to the manufacturer’s protocol. RNA was reverse transcribed using SuperScript™ III First-Strand Synthesis System for RT-PCR (Invitrogen) with random hexamers. The resulting cDNA was stored at −20°C until needed. Quantitative PCR was used to analyze the relative abundance of *Auts2*, *Bmp7*, *Foxg1*, *Gata3*, *Has2*, *Lmx1b*, *Pax2*, *Robo2*, *Sox8, Elk3, EphA4* and *Spry2* using a Step One Plus Real-Time PCR System with SYBR® Green Reagents (Applied Biosystems). Chick GAPDH was used as a reference housekeeping gene. The primer sequences used are listed in Table S5. All samples were run in triplicate and included negative controls. A minimum of four independent experiments were analyzed for each gene in each condition. Relative gene expression was analyzed by using the 2^−ΔΔCT^ method [40] and compared for significance with a Mann-Whitney test.

### Microarray Analysis

Otic or lateral ectoderm was isolated from embryos with between 9–11 pairs of somites using enzymatic and manual tissue separation as described above. Trigeminal ectoderm was isolated from embryos with between 0–4 pairs of somites, and cultured in collagen gels in the presence or absence of 50 ng/ml FGF2 for 18 hours. In all cases, ectoderm samples were flash frozen in liquid nitrogen before RNA isolation. Approximately 80 ectoderm samples were used for each replicate, with two replicates being used for each experimental condition.

Cells lysis was performed using QIAshredder columns (Qiagen) and RNA isolated using the RNeasy Micro kits (Qiagen) according to the manufacturer’s protocols, although the DNAseI step was omitted and an additional RNA cleanup step was employed. RNA was amplified and biotinylated using the Two-Cycle cDNA synthesis kit and IVT labeling kit (Affymetrix), before being hybridized with GeneChip Chicken Genome microarrays (Affymetrix). Differential gene expression was analyzed using Bioconductor’s Limma package (www.bioconductor.org) and probes ranked by fold up-regulation using Excel. A cut off value of 2-fold up-regulation was selected to generate the otic and FGF-specific gene sets. Duplicates were manually removed from the final tables; in these cases (indicated by *) the fold-up-regulation listed represents the highest of the replicated probe set values. Microarray data has been deposited in the NCBI GEO database, Accession Number GSE42845.

## Results

### FGF Signaling is Sufficient to Induce only a Subset of Otic Placode Genes in Pre-placodal Ectoderm

A previous study by Mansour and colleagues used microarrays to examine the necessity of FGF signaling in otic placode induction by comparing wild type otic tissue to tissue obtained from *FGF3/10* double knockout mouse embryos [29]. We took a complementary approach by examining the sufficiency of FGF signaling in otic placode induction. We first performed a microarray experiment to identify genes enriched in the chick otic placode shortly after induction. We isolated pieces of otic placode ectoderm from stage 9–10 chicken embryos, using the known expression pattern of *Pax2* at this stage as a landmark for the otic placode [19]. 

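Otic ectoderm and lateral ectoderm, labelled stage 10 in the deposited records, were each measured on 2 Affymetrix GeneChip Chicken Genome arrays, and each array received the RNA of about 80 pooled pieces of ectoderm after 2 rounds of amplification. The deposited table gives 1 value per probe set and array, a linear intensity computed by the authors from the scanned array. How the probes were summarised, and whether the arrays were scaled to each other, is not given in the sources used here. The median intensity over all probe sets was 29.3 and 31.6 in the otic arrays and 25.6 and 27.9 in the lateral arrays. Values under 1 were set to 1, which applied to 2.30% to 2.90% of the probe sets of an array, and the log2 was taken. The 38439 probe sets left after removal of the 96 control probe sets, which name 13041 genes, were compared with limma in one fit over all 8 arrays of the study, without scaling between arrays. A gene was counted as higher or lower when any of its probe sets had a fold change above 2 and an unadjusted p under 0.05, and adjusted p-values are Benjamini-Hochberg values over all probe sets. With 2 arrays per group the precision is limited, and every p-value rests on the spread between the 2 pools of each group, estimated over all 4 groups together. The median log2 difference of otic minus lateral ectoderm over all probe sets was 0.19, and 0.012 after quantile normalization. Fold changes of single genes contain this shift, whereas medians of gene lists are given relative to all genes. In simulated data with known changes, both limits were passed by 37.3% of the probe sets that differed 2-fold, by 80.6% of those that differed 4-fold and by 86.4% of those that differed 8-fold, and by 0 of them at an adjusted p under 0.05. A true 2-fold change lies at the fold limit itself, and many estimates of it fall short whatever the noise. The changed probe sets were 67, 67 and 66 of 38439, a small share that makes an adjusted p hard to pass. The log2 difference between the 3′ and 5′ control probe sets of actin, a measure of transcript length after amplification, was 1.32 and 1.36 in otic ectoderm and 1.10 and 1.02 in lateral ectoderm. For GAPDH it was 1.92 and 1.69 in otic ectoderm and 2.27 and 2.18 in lateral ectoderm.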

We used Affymetrix microarrays to compare the transcriptional profile of otic placode ectoderm with more lateral ectoderm from the same axial level that includes presumptive epidermis and some progenitors for the epibranchial placodes (Figure 1). We found 345 transcripts that were enriched in otic ectoderm versus lateral ectoderm (>2 fold difference). 

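NTN3, which encodes a secreted netrin, had the largest increase in this fit, with intensities of 213 and 43.9 in otic ectoderm against 1.6 and 2 in lateral ectoderm, a log2 fold change of 5.76 (standard error 1.08, adjusted p = 0.24, n = 2 arrays per group). Lateral values so far under the medians of their arrays (25.6 and 27.9) leave the size and rank of this change uncertain, and with an offset of 32, chosen after seeing the values, it was 2.01. HS3ST3B1, an enzyme that sulfates heparan sulfate chains, which leads the paper's otic table, was higher by a log2 fold change of 5.23 (standard error 1.32, adjusted p = 0.38). Its lateral arrays stood at 32.6 and 748, so that the value was 2.97 without lateral replicate 1 and 7.49 without lateral replicate 2. SOHO1, a homeobox gene of sensory organs, was higher by 4.60 (standard error 0.91, adjusted p = 0.25), and SEPTIN3, a GTP-binding protein of the cytoskeleton, by 4.46 (standard error 0.47, adjusted p = 0.20). The other genes among the 10 of largest increase were SOX8, PAX2, JAG1, FGF8, FGF3 and GBX2. Of these, GBX2 alone had both lateral values above the medians of the arrays, and the sizes and ranks of the others, and of SOHO1 and SEPTIN3, are uncertain in the same way, with 1.60 for FGF8 and 1.34 for FGF3 with the offset. KRT13, a keratin of layered epithelia, fell most, with intensities of 62.5 and 119 in lateral ectoderm and at or under the floor of 1 in otic ectoderm. The size of its log2 fold change of −6.43 (standard error 0.53, adjusted p = 0.20) is therefore uncertain. PRPS2, an enzyme of nucleotide synthesis, was lower by −4.77 (standard error 0.75, adjusted p = 0.21). The kinase gene ALPK3 (−4.54), the chemokine receptor gene CCR6 (−4.45), the potassium channel gene KCNH5 (−4.45) and the semaphorin gene SEMA3C (−4.38) were also lower. Their otic values, like those of KRT13, lie far under the medians of the otic arrays (29.3 and 31.6). The sizes and ranks of these falls are therefore uncertain. STEAP4, a metalloreductase (−5.21), ANXA8L1, an annexin (−4.66), COL3A1, a collagen of mesenchyme (−4.54), and PDLIM3, a protein of the actin cytoskeleton (−4.42), were lower as well but each lost the call when single arrays were left out. STEAP4 lost it without otic replicate 2 (−4.32) or lateral replicate 2 (−4.47), and ANXA8L1 without lateral replicate 1 (−5.03) or 2 (−4.30). COL3A1 lost it without otic replicate 1 (−3.01), lateral replicate 1 (−4.95) or lateral replicate 2 (−4.14), and PDLIM3 without otic replicate 1 (−2.69) or lateral replicate 2 (−3.65). STEAP4, ANXA8L1, COL3A1 and PDLIM3 each had an otic value far under its array median, which leaves their sizes uncertain too. All of these genes were taken at a fold above 2, an unadjusted p under 0.05 and no overlap between the arrays of the groups, since none passed an adjusted p under 0.05. The calls of SEPTIN3 and KCNH5 were lost with the offset of 32.

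In all, 1198 genes (1941 probe sets) were higher in otic ectoderm and 653 genes (1048 probe sets) were lower. At an adjusted p under 0.05 from limma 0 probe sets passed (smallest adjusted p 0.20), against 3168 at an unadjusted p under 0.05, and 45 passed when the prior variance was allowed to follow the intensity, 37 of them higher and 8 lower. In simulated data without any change, 812 probe sets were counted as higher and 824 as lower at the same limits. The balance between the directions depends on the scaling, with 887 genes higher and 913 lower after quantile normalization and 859 and 923 after median centring. Without otic replicate 2, 1044 genes were higher and 1235 lower. Of the 344 probe sets of the paper's otic list (Table S1), 260 passed both limits (167 without lateral replicate 1, 176 without otic replicate 2, 300 with the eBayes trend), and in 319 both otic arrays lay above both lateral arrays, which chance gives for 16.7% of probe sets. That list was chosen on these arrays and is not independent evidence.

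Of 24 measured genes of the epidermis and surface ectoderm, 5 were lower in otic ectoderm and 1 was higher (0 and 0 when adjusted over the list alone, members of lists being counted on their brightest probe set), and the median of the list was −0.35 relative to all genes (adjusted p = 0.00080 from limma's camera with a preset correlation of 0.01 between genes, adjusted p = 0.39 with an estimated correlation). GRHL3, a transcription factor of the epidermis, was lower by a log2 fold change of −2.43 (standard error 0.66, adjusted p = 0.41) and the desmosome gene DSP by −2.08 (standard error 0.53, adjusted p = 0.38). The keratin gene KRT14 (−2.06) and the cornified envelope genes EVPL (−2.01) and PPL (−1.14) were lower and the transcription factor gene TFAP2B (1.23) was higher, these 4 being named after their values were seen. Of 19 genes of endothelium and blood, 5 were lower and 0 higher (0 adjusted over the list alone), with a median of −1.40 (adjusted p = 2.7e-09, adjusted p = 0.20 with an estimated correlation). These were the endothelial genes CDH5 (−2.02), VWF (−1.55) and FLI1 (−1.08) and the globin genes HBA1 (−1.87) and HBE (−1.43), named after their values were seen. The angiopoietin receptor gene TEK (−2.33, standard error 1.05, adjusted p = 0.65) and the VEGF receptor gene FLT1 (−2.35, standard error 1.45, adjusted p = 0.73) did not pass in this fit. TEK did pass after quantile normalization (−2.57), after median centring (−2.52), with dim probe sets left out, with the eBayes trend, with a replicate block and without otic replicate 2 (−3.35), and FLT1 in the fit of 4 arrays and without either trigeminal array cultured without FGF2 (−2.35).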

To determine how many otic placode genes could be induced by FGF signaling alone, we performed a second microarray experiment in which we cultured presumptive trigeminal ectoderm from stage 7–8 chick embryos (1–4 somite pairs) in collagen gels for 18 hours in the presence or absence of 50 ng/ml FGF2. 

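Trigeminal ectoderm was cultured for 18 h with 0 or 50 ng/ml FGF2, and each condition was measured on 2 arrays of about 80 pooled pieces. The deposited records label the tissue as stage 8. The median intensity was 27.6 and 29.0 in the arrays without FGF2 and 29.4 and 29.2 in those with FGF2. The actin 3′ to 5′ difference was 1.42 and 1.20 without FGF2 and 1.35 and 1.24 with it, and that of GAPDH was 1.60 and 1.06 against 1.39 and 1.72. Fold changes are FGF2 over no FGF2 in the same fit over 8 arrays, so that the otic and lateral arrays enter the estimate of the spread but not the fold changes. The median log2 difference over all probe sets was 0.097, and −0.00041 after quantile normalization. Both limits were passed in simulated data by 32.8% of the probe sets that differed 2-fold and by 70.1% of those that differed 4-fold. A true 2-fold change again lies at the fold limit itself.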

We chose presumptive trigeminal ectoderm for two reasons – first, we previously showed that non-otic regions of the pre-placodal domain, such as the presumptive trigeminal placode, are competent to induce at least some otic placode markers in response to FGFs [30]. Second, by taking presumptive trigeminal ectoderm we reduced the possibility of contamination of our samples by early otic placode transcripts. 

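CYP26C1, which encodes an enzyme that degrades retinoic acid, rose most in trigeminal ectoderm cultured with FGF2, with intensities of 58.8 and 104 against 1.3 and 3.3 without FGF2, a log2 fold change of 5.24 (standard error 0.66, adjusted p = 0.28, n = 2 arrays per group). Its brighter probe sets rose by 4.42 (standard error 0.67) and 2.90 (standard error 0.52), and since the untreated values of this one lie far under the medians of their arrays (27.6 and 29.0), the size and rank of its change are uncertain. COL10A1, a collagen of maturing cartilage, rose from 2.2 and 1.8 to 67.2 and 69, a log2 fold change of 5.10 (standard error 0.43, adjusted p = 0.28). Its untreated values lie as far under those medians. CRHBP, a binding protein of corticotropin-releasing hormone, rose by 3.75 (standard error 0.64, adjusted p = 0.34) and MYBPC1, a myosin-binding protein, by 4.22 (standard error 0.95, adjusted p = 0.47). EFHC2 (3.97), a protein with calcium-binding EF hands, IGSF10 (3.80), of the immunoglobulin superfamily, NOX4 (3.67), an NADPH oxidase, and GDF5 (3.67), a growth factor of the BMP family, also rose. INHBA, a subunit of activin, rose by 3.94, but did not pass without FGF2-treated replicate 2 (3.41) or untreated replicate 2 (2.49). KL, which encodes the FGF co-receptor klotho, rose by 3.68 in this probe set, while another of its probe sets was lower by −1.37, a call lost with the eBayes trend, without either lateral array (−1.37), FGF2-treated replicate 1 (−1.20) or 2 (−1.55), or untreated replicate 1 (−0.92). LRRC17, a secreted leucine-rich repeat protein, fell most (−5.57, standard error 1.11, adjusted p = 0.39), followed by the G protein gene GNB3 (−5.12, standard error 0.83, adjusted p = 0.33). The FGF2 values of LRRC17 (2.3 and 0.7), GNB3 (6 and 5.2) and the falling genes that follow lie far under their array medians. These medians were 29.4 and 29.2, so that the sizes and ranks of these falls are uncertain. ASCL2, a basic helix-loop-helix transcription factor, fell with a log2 fold change of −4.29 (standard error 0.59, adjusted p = 0.28). SPATA17 (−4.45) also fell, with both FGF2 arrays at or under the floor. So did ABCA4 (−4.42), a lipid transporter of photoreceptors, GHRH (−4.30), a hypothalamic hormone, and PDCD1 (−4.30), an immune receptor. GNAT2 (−3.89), a G protein of cones, and KRT80 (−3.55), a keratin, were further genes that fell. TROJANZ (−3.69) fell too, but lost the call under quantile normalization and under median centring and without either lateral array (−3.69), either FGF2-treated array (−3.47 and −3.90) or either untreated array (−3.69 and −3.68). With an offset of 32 before the log2, chosen after seeing the values, the calls of EFHC2 (0.92), NOX4 (0.97), GDF5 (0.64), KL (0.54), SPATA17 (−0.71), PDCD1 (−0.85), GNAT2 (−0.71), KRT80 (−0.55) and TROJANZ (−0.76) were lost, and COL10A1 kept its call at 1.56.

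In all, 662 genes (1054 probe sets) were higher with FGF2 and 518 (868 probe sets) lower. In simulated data without any change or shift between arrays, 874 probe sets were counted as higher and 848 as lower. The number of lower probe sets is near the latter, but the balance between the directions depends on the scaling. After quantile normalization 950 probe sets were higher and 921 lower, and after median centring 935 and 964. An excess in the upward direction alone is thus not shown. At an adjusted p under 0.05 from limma 0 probe sets passed (smallest adjusted p 0.28), against 2020 at an unadjusted p under 0.05. Of the 185 probe sets of the paper's FGF2 list (Table S2), which was chosen on these arrays, 102 passed both limits and 167 had a fold above 2. The 102 fell to 57 without FGF2-treated replicate 1, to 53 without FGF2-treated replicate 2 and to 68 without untreated replicate 2, and rose to 128 in the fit of 4 arrays and to 130 with the eBayes trend. Among 17 genes of the epibranchial and trigeminal placodes and their neurons, 5 rose and 0 fell (0 adjusted over the list alone), with a median of 0.94 relative to all genes (adjusted p = 0.00082, adjusted p = 0.23 with an estimated correlation). NEUROD1, a transcription factor of sensory neurons, rose by 3.35 (standard error 0.93, adjusted p = 0.66), a call lost without untreated replicate 1 (2.85), and the LIM homeobox gene ISL1 by 1.94 (standard error 0.68). EBF1 (1.62) and EBF3 (1.62), transcription factors of differentiating neurons, and FOXI2 were the other genes that rose in this list, EBF1 being named after its value was seen.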

We found 185 transcripts that were enriched in samples cultured in FGF2 versus those cultured without FGF2 (>2 fold enrichment).

The validity of our data was supported by the presence of many well-characterized transcripts previously reported to be expressed in the otic placode, or associated with the FGF signaling pathway. The top 20 enriched genes are shown in Table 1 (otic genes), Table 2 (genes up-regulated by FGF), Table 3 (otic genes that are also up-regulated by FGF) and Table 4 (otic genes that are not up-regulated by FGF). Full gene lists are provided in Tables S1, S2, S3. 

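PAX2, a paired-domain transcription factor gene, had intensities of 248 and 291 in the otic arrays against 1.9 and 25.5 in the lateral arrays, a log2 fold change of 5.27 (standard error 1.10, adjusted p = 0.28, n = 2 arrays per group). GBX2, a homeobox gene, stood at 8359.8 and 8846 against 304 and 455, a log2 fold change of 4.53 (standard error 0.39, adjusted p = 0.20). The HMG-box gene SOX8 was higher by 5.37 (standard error 1.14, adjusted p = 0.29) and the zinc finger gene GATA3 by 3.40 (standard error 0.50, adjusted p = 0.20). SOX2, a further HMG-box gene, was higher by 4.21 (standard error 1.24, adjusted p = 0.44) but did not pass without otic replicate 2 (3.68), and another of its probe sets was higher by 2.10. The T-box gene TBX1 was higher by 3.11 (standard error 1.08, adjusted p = 0.53), a call lost without otic replicate 2 (2.27) or lateral replicate 1 (2.13), and another TBX1 probe set gave 0.29 (standard error 1.04). Of 33 measured genes in a list of known otic placode genes, 23 were higher and 0 lower (23 adjusted over the list alone, 0 over all genes), with a median log2 fold change of 2.50 relative to all genes (adjusted p = 1.6e-16, adjusted p = 0.20 with an estimated correlation). The list was drawn in part from genes the study names from these arrays, and to that extent is not independent evidence. Lateral replicate 2 held more of these transcripts than lateral replicate 1, as in SOX8 (49.3 against 3.4) and SOX2 (105 against 6.9), so that without lateral replicate 1 the fold change of SOX8 was 3.44 and that of PAX2 3.40, and without lateral replicate 2 they were 7.30 and 7.14. In a list of 24 genes of the neural tube and hindbrain, which shares SOX2 and MSI1 with the otic list, 5 were higher and 1 lower (3 higher adjusted over the list alone), with a median of 0.52 (adjusted p = 0.015, adjusted p = 0.39 with an estimated correlation), and the list did not pass without otic replicate 1 (0.55, adjusted p = 0.12) or lateral replicate 1 (0.37, adjusted p = 0.078).

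**Figure D1:**
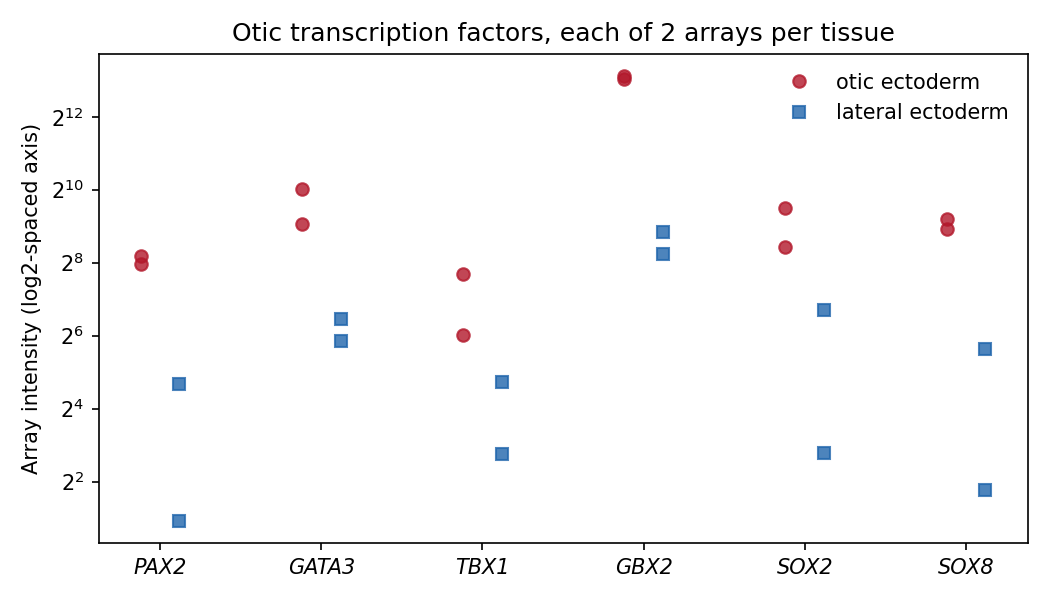
Intensity on a log2-spaced axis of PAX2, GATA3, TBX1, GBX2, SOX2 and SOX8 in each array of otic ectoderm (red circles, n = 2) and lateral ectoderm (blue squares, n = 2). For each gene both otic arrays lie above both lateral arrays, and the lateral arrays of SOX8 stand at 3.4 and 49.3.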

Otic placode genes identified in our microarrays included *Pax2*, the earliest known marker of the otic placode in chick [19], and the otic placode-associated transcription factors *GATA3*, *Tbx1*, *Gbx2, Foxg1*, *Sox2* and *Sox8* [19], [41], [42], [43], [44], [45]. 

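EYA2, which encodes a transcriptional co-activator and phosphatase of the Eyes absent family, was higher in otic than in lateral ectoderm by a log2 fold change of 2.95 (standard error 0.38, adjusted p = 0.20, n = 2 arrays per group). EYA4, of the same family, was higher by 1.88 (standard error 0.40, adjusted p = 0.29), whereas 2 other EYA4 probe sets gave −0.27 (standard error 1.13) and 0.13 (standard error 1.39). DACH1, a co-factor of the Eyes absent proteins, was higher by 1.51 (standard error 0.48, adjusted p = 0.48), and another probe set gave 1.40 (standard error 0.59) without passing. The call of DACH1 was lost without otic replicate 1 (1.52), otic replicate 2 (1.5) or lateral replicate 1 (0.91), and in a fit of the 4 arrays of this comparison alone. Of 12 measured pan-placodal genes, 7 were higher and 0 lower (6 adjusted over the list alone), with a median of 1.41 relative to all genes (adjusted p = 0.00028, adjusted p = 0.20 with an estimated correlation). SOX3, an HMG-box gene of placodal and neural progenitors (2.33), and SOX11, of the same family (1.61), were among them, as were the Iroquois homeobox genes IRX1 (3.15) and IRX2 (1.59), with the call of IRX1 lost without otic replicate 2 (2.16) or lateral replicate 1 (1.51) and in the fit of 4 arrays. EYA2, EYA4 and DACH1 are named by the paper from these arrays, and to that extent the list is not independent evidence.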

Other general markers of placodal identity were also detected, including *Eya2, Eya4,* and *Dach1* [6]. From the list of genes enriched in both otic placode and FGF treatment groups, we examined the expression of *Pax2*, *FoxG1*, *Sox8* and *NGFR* by in situ hybridization (Figure 2). 

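PAX2 had intensities of 116.7 and 96 in trigeminal ectoderm cultured with FGF2 against 18.9 and 18.2 without it, a log2 fold change of 2.51 (standard error 1.10, adjusted p = 0.98, n = 2 arrays per group), which did not pass an unadjusted p under 0.05. Another PAX2 probe set rose by 2.04 (standard error 0.68, adjusted p = 0.82) and passed both limits. SOX8 was at 384 and 379 with FGF2 against 149 and 222 without, a log2 fold change of 1.07 (standard error 1.14) that did not pass. In a fit of the 4 cultured arrays alone, and without either lateral array, the fold changes of PAX2 and SOX8 were the same and passed both limits. NGFR, which encodes the neurotrophin receptor p75, was higher in otic ectoderm by 3.23 (standard error 0.71, adjusted p = 0.30) and rose with FGF2 by 1.90 (standard error 0.71, adjusted p = 0.89), while another probe set gave 1.10 and 0.19 without passing. The FGF2 call of NGFR was lost without untreated replicate 1 (1.05), FGF2-treated replicate 1 (2.16) or 2 (1.65), or either lateral array (1.90), and in the fit of 4 arrays.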

As expected, these transcripts were all detected in the otic placode, however the expression of *FoxG1* and *NGFR* was not restricted to the otic region, with the signal extending into anterior head ectoderm. Similarly we looked at the expression of *Has2*, *GATA3*, *Robo2*, and *SMOC1*, genes predicted to be present in the otic placode, but which are not FGF-induced. These transcripts were all detected in the otic ectoderm (Figure 2). This suggests that our array approach is reliable in detecting otic placode enriched factors. However, it is also likely that our data set includes genes present in the otic placode plus other surrounding tissues, and does not represent a pure population of truly otic specific genes.

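HAS2, which encodes a hyaluronan synthase, was higher in otic than in lateral ectoderm by a log2 fold change of 1.60 (standard error 0.51, adjusted p = 0.48, n = 2 arrays per group), a call lost without otic replicate 2 (1.34) or lateral replicate 1 (1.39). With FGF2 its fold change was 0.08 (standard error 0.51, adjusted p = 1). GATA3 had a fold change of −0.25 with FGF2 (standard error 0.50, adjusted p = 1). ROBO2, a receptor for Slit proteins, had an otic fold change of 1.06 (standard error 0.45, adjusted p = 0.62) that did not pass, although it did with dim probe sets left out, with the eBayes trend, with a replicate block and without otic replicate 1 (1.5), and another of its probe sets was higher by 1.14 (standard error 0.43, adjusted p = 0.56). Its fold change with FGF2 was 0.75 (standard error 0.45). SMOC1, a secreted calcium-binding protein, was higher in otic ectoderm by 3.84 (standard error 0.95, adjusted p = 0.36), while its other probe sets did not pass and ranged from −1.74 to 2.22. With FGF2 the fold change of SMOC1 was 0.86 (standard error 0.95). A change with FGF2 that does not pass is not shown to be absent, since of simulated 4-fold changes 70.1% passed and of 2-fold changes 32.8%. Outside the 40% of probe sets of lowest mean, 87.5% of the 4-fold changes passed. For their standard errors the estimates of GATA3 and HAS2 lie far from a 4-fold rise, while smaller changes stay open.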

**Figure 2:**
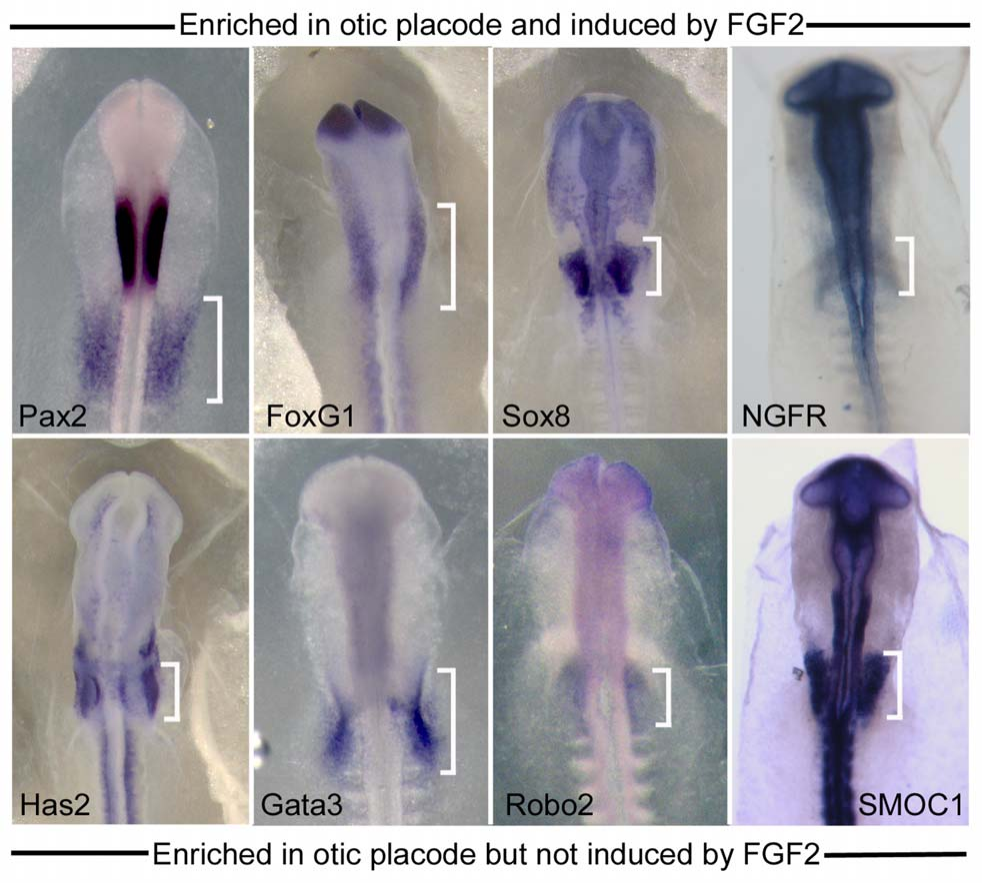
Validation of genes enriched in the microarray experiments by in situ hybridization. The upper panel shows expression of four sample genes (*Pax2, Foxg1, Sox8* and *NGFR*) that were up-regulated in both the otic placode and FGF-treated microarray experiments. The lower panel shows four sample genes (*Has2, Gata3, Robo2* and *SMOC1*) that were enriched in the otic placode but were not induced by FGF treatment. The otic region is indicated with white brackets.

**Table 1:** Top 20 Otic-enriched genes.

ID	Symbol	Name	FGF Regulated?	Fold Up-regulation	Notes and references
Gga.1710.1.S1_at	Hs3st3b1	heparan sulfate glucosamine 3-O-sulfotransferase 3B1	YES	32.1	Unknown
Gga.2354.1.S1_at	SOX8	SRY (sex determining region Y)-box 8	YES	25.0	Expressed in chick otic placode [62], [64]
Gga.19393.1.S1_s_at	CYP26C1	cytochrome P450, family 26, subfamily C, polypeptide 1	YES	14.5	Not known to be expressed in otic region
Gga.17119.1.S1_at	Prdm12	PR domain zinc finger protein 12	NO	11.5	Unknown
Gga.7581.1.S1_at	SOX2	SRY (sex determining region Y)-box 2	NO	11.3	Expressed in chick otic placode [65], [66]
Gga.1839.1.S1_at	EYA2	eyes absent homolog 2 (Drosophila)	YES	11.2	Expressed weakly in otic in chick [46]
Gga.10.1.S1_at	OTX2	orthodenticle homeobox 2	NO	10.9	Not known to be expressed in otic region
Gga.19378.1.S1_at	IL17RD	interleukin 17 receptor D	YES	10.8	Expressed in chick otic placode [67]
Gga.205.1.S1_at	FGF19	fibroblast growth factor 19	NO	9.8	Expressed in mesoderm and endoderm [57], [68]
Gga.3615.1.S2_at	FST	follistatin	NO	9.6	Expressed in mesoderm
Gga.565.1.S1_at	GBX2	gastrulation brain homeobox 2	YES	9.6	Expressed in chick otic placode [54]
Gga.6245.2.S1_at	NGFR	nerve growth factor receptor (TNFR superfamily, member 16)	YES	9.4	Expressed in otocyst of chick and rat [69]
Gga.469.2.A1_at	FOXC2	forkhead box C2 (MFH-1, mesenchyme forkhead 1)	NO	9.1	Not known to be expressed in otic region
Gga.12157.1.S1_at	PKDCC	protein kinase domain containing, cytoplasmic homolog	NO	8.4	Not known to be expressed in otic region
Gga.5787.1.S1_at	SMOC1	SPARC related modular calcium binding 1	NO	7.8	Expressd in chick otic placode (this study)
Gga.322.1.S1_at	SPRY1	sprouty 1	YES	7.6	Expressed in head ectoderm [26]
GgaAffx.20987.1.S1_at	PAX2	Pax2 paired box gene 2	YES	7.3	Expressed in otic placode in chick [19]
Gga.15383.1.S1_at	CCDC3	coiled-coil domain containing 3	NO	7.3	Not known to be expressed in otic region
Gga.2422.1.S1_at	ENS-3	pol-like protein ENS-3	YES	7.1	No expression data
Gga.3219.1.S1_at	FIGF	c-fos induced growth factor (vascular endothelial growth factor D)	YES	7.1	Not known to be expressed in otic region

**Table 2:** Top 20 FGF up-regulated genes.

ID	Symbol	Name	Otic Enriched?	Fold Up-regulation	Notes and references
Gga.19393.1.S1_s_at	CYP26C1	cytochrome P450, family 26, subfamily C, polypeptide 1	YES	19.8	Induced by FGF signaling in Xenopus [60]
Gga.12383.1.S1_at	CRHBP	corticotropin releasing hormone binding protein	YES	9.8	No reported link with FGF signaling
Gga.8433.1.S1_a_at	PHACTR1	phosphatase and actin regulator 1	NO	9.0	No reported link with FGF signaling
Gga.1840.1.S2_at	NEUROD	Neurogenic differentiation factor 1	NO	8.8	FGF upstream of NeuroD in otic neuroblast differentiation [61]
Gga.8445.1.S1_at	DUSP6	dual specificity phosphatase 6	YES	7.3	Negative regulator of FGF signaling [63]
Gga.322.1.S1_at	SPRY1	sprouty homolog 1, antagonist of FGF signaling (Drosophila)	YES	6.5	Negative regulator of FGF signaling.
Gga.3374.1.S1_at	SPRY2	sprouty homolog 2 (Drosophila)	YES	6.0	Negative regulator of FGF signaling.
Gga.3063.1.S1_at	MYBPC1	myosin binding protein C, slow type	NO	5.8	No reported link with FGF signaling
Gga.1839.1.S1_at	EYA2	eyes absent homolog 2 (Drosophila)	YES	5.0	Induced by FGF8 in chick pre-placodal region [4]
Gga.661.1.S1_at	FGF8	fibroblast growth factor 8 (androgen-induced)	YES	4.8	FGF ligand
Gga.3807.1.S2_s_at	RALDH3	retinaldehyde dehydrogenase 3	NO	4.6	No reported link with FGF signaling
Gga.1479.2.S1_a_at	PTN	pleiotrophin (heparin binding growth factor 8, neurite growth-promoting factor 1)	NO	4.5	No reported link with FGF signaling
Gga.3047.1.S1_at	EPHA5	EPH receptor A5	NO	4.5	No reported link with FGF signaling
Gga.11969.1.S1_at	CYTL1	cytokine-like 1	NO	4.4	No reported link with FGF signaling
Gga.5879.1.S1_at	PDGF	platelet derived growth factor D (PDGFD)	NO	4.4	No reported link with FGF signaling
Gga.2422.1.S1_at	ENS-3	pol-like protein ENS-3	YES	4.4	No reported link with FGF signaling
Gga.4083.1.S1_at	NKX-6.1	homeodomain protein	NO	4.4	No reported link with FGF signaling
GgaAffx.20874.1.S1_at	ARC	activity-regulated cytoskeleton-associated protein	NO	4.3	No reported link with FGF signaling
Gga.5847.1.S1_at	OXT	oxytocin, prepro- (neurophysin I)	NO	4.3	No reported link with FGF signaling
Gga.8807.1.S1_at	MECOM	MDS1 and EVI1 complex locus	YES	4.1	No reported link with FGF signaling

**Table 3:** Top 20 Otic-enriched genes that are also up-regulated by FGF.

ID	Symbol	Name	Fold Up-regulation
Gga.1710.1.S1_at	Hs3st3b1	heparan sulfate glucosamine 3-O-sulfotransferase 3B1	32.1
Gga.2354.1.S1_at	SOX8	SRY (sex determining region Y)-box 8	25.0
Gga.19393.1.S1_s_at	CYP26C1	cytochrome P450, family 26, subfamily C, polypeptide 1	14.5
Gga.1839.1.S1_at	EYA2	eyes absent homolog 2 (Drosophila)	11.2
Gga.19378.1.S1_at	IL17RD	interleukin 17 receptor D	10.8
Gga.565.1.S1_at	GBX2	gastrulation brain homeobox 2	9.6
Gga.6245.2.S1_at	NGFR	nerve growth factor receptor (TNFR superfamily, member 16)	9.4
Gga.322.1.S1_at	SPRY1	sprouty 1	7.6
GgaAffx.20987.1.S1_at	PAX2	Pax2 paired box gene 2	7.3
Gga.2422.1.S1_at	ENS-3	pol-like protein ENS-3	7.1
Gga.3219.1.S1_at	FIGF	c-fos induced growth factor (vascular endothelial growth factor D)	7.1
Gga.19221.1.S1_at	EBF3	early B-cell factor 3	6.0
Gga.1507.1.S2_at	ISL1	ISL LIM homeobox 1	5.8
Gga.7323.1.S1_at	NEDD9	neural precursor cell expressed, developmentally down-regulated 9	5.8
Gga.331.1.S1_at	CYP26A1	cytochrome P450, family 26, subfamily A, polypeptide 1	5.2
Gga.657.1.S1_at	FOXG1	forkhead box G1	4.6
Gga.17706.1.S1_at	AG2	AG2 homolog	4.5
Gga.3374.1.S1_at	SPRY2	sprouty 2	4.3
Gga.14703.1.S1_at	SP8	Sp8 transcription factor	4.2
Gga.661.1.S1_at	FGF8	fibroblast growth factor 8	4.1

**Table 4:** Top 20 Otic-enriched genes that are not up-regulated by FGF.

ID	Symbol	Name	Fold Up-regulation
Gga.17119.1.S1_at	Prdm12	PR domain zinc finger protein 12	11.5
Gga.7581.1.S1_at	SOX2	SRY (sex determining region Y)-box 2	11.3
Gga.10.1.S1_at	OTX2	orthodenticle homeobox 2	10.9
Gga.205.1.S1_at	FGF19	fibroblast growth factor 19	9.8
Gga.3615.1.S2_at	FST	follistatin	9.6
Gga.469.2.A1_at	FOXC2	forkhead box C2 (MFH-1, mesenchyme forkhead 1)	9.1
Gga.12157.1.S1_at	PKDCC	protein kinase domain containing, cytoplasmic homolog	8.4
Gga.5787.1.S1_at	SMOC1	SPARC related modular calcium binding 1	7.8
Gga.15383.1.S1_at	CCDC3	coiled-coil domain containing 3	7.3
Gga.207.1.S1_at	ZIC2	Zic family member 2	6.6
Gga.2699.1.S1_at	IRX1	iroquois homeobox 1	6.6
Gga.744.1.S1_at	GATA3	GATA binding protein 3	6.5
GgaAffx.21693.1.S1_s_at	RNF150	Ring Finger Protein 150	6.4
Gga.2894.1.S1_at	JAG1	jagged 1	6.2
Gga.3039.1.S1_at	CCND1	cyclin D1	5.8
Gga.1817.1.S1_at	SALL1	sal-like 1 (Drosophila)	5.7
Gga.770.1.S1_at	SOHO-1	sensory organ homeobox protein SOHo	5.7
Gga.5109.1.S1_s_at	MYCN	v-myc myelocytomatosis viral related oncogene, neuroblastoma derived	5.4
Gga.13425.1.S1_at	KCNK2	potassium channel, subfamily K, member 2	5.4
Gga.16364.1.S1_at	NAP1L2	nucleosome assembly protein 1-like 2	5.3

We additionally confirmed that genes identified in our array as being up-regulated by FGF treatment of trigeminal explants were indeed FGF-responsive by examining gene expression by in situ hybridization. *Foxi2*, *Cyp26C1* and *FGF8* were all predicted to be up-regulated by FGF from our array data, and this was confirmed by in situ hybridization following culture in medium containing FGF2 (Figure 3). Of these, our array identified *FGF8* and *Cyp26C1* as also being enriched in otic tissues, however whole mount analysis of their expression indicated that transcripts were largely absent from the otic placode and were instead strongly expressed in adjacent ectoderm. This highlights the difficulty in precisely dissecting otic placode tissue without contamination from neighboring ectodermal cells. 

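CYP26C1, in the probe set of the paper's tables, rose with FGF2 by a log2 fold change of 4.42 (standard error 0.67, adjusted p = 0.31, n = 2 arrays per group), and a further probe set rose by 2.90 (standard error 0.52, adjusted p = 0.36). FGF8, the gene of a secreted FGF ligand, was at 164 and 278 with FGF2 against 30.1 and 33.9 without it, a log2 fold change of 2.74 (standard error 0.61, adjusted p = 0.46). FOXI2, a forkhead gene, rose by 2.05 (standard error 0.74, adjusted p = 0.87). The call of FOXI2 was lost without FGF2-treated replicate 2 (1.45), untreated replicate 1 (2.27) or 2 (1.83), or either lateral array (2.05). Of 16 measured genes of the retinoid pathway, CYP26C1, the synthesis gene ALDH1A3 (2.28, standard error 0.33, adjusted p = 0.30) and the degrading enzyme gene CYP26B1 (1.57, named after its value was seen) rose and 0 fell (2 higher adjusted over the list alone). The list's median was −0.07 relative to all genes. Before the shift of all genes was taken off, the median was 0.05 and the mean 0.35. The test pointed upward without passing (adjusted p = 0.74), so that the list was not shown to move as a whole.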

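FGF8 stood at 39.1 and 118 in otic ectoderm and at 2.6 and 1.7 in lateral ectoderm, a log2 fold change of 5.01 (standard error 0.61, adjusted p = 0.20, n = 2 arrays per group). The lateral values lie far under the medians of their arrays, so that the size of this change is uncertain, and with an offset of 32 chosen after seeing the values the fold was 3.02 in place of 32.3. CYP26C1 was higher in otic ectoderm in all of its probe sets, by 4.18 (standard error 0.67, adjusted p = 0.21), 4.08 (standard error 0.66) and 3.10 (standard error 0.52). FOXI2 had an otic fold change of 1.74 (standard error 0.74, adjusted p = 0.62) and did not pass, although it did with dim probe sets left out, with the eBayes trend and without otic replicate 1 (2.75). Of 16 retinoid pathway genes, 6 were higher and 0 lower (3 adjusted over the list alone), with a median of 0.62 relative to all genes (adjusted p = 0.018, adjusted p = 0.30 with an estimated correlation). RBP4, which carries retinol, was higher by 2.66 (standard error 0.60, adjusted p = 0.31), a call lost with an offset of 32 chosen after seeing the values (0.57). The list did not pass without otic replicate 1 (0.76, adjusted p = 0.090) or lateral replicate 2 (0.46, adjusted p = 0.068).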

The boundaries of the otic territory are not clearly demarcated at the placodal stages when dissection was performed and thus false positive results from non-otic tissues are likely to be present.

**Figure 3:**
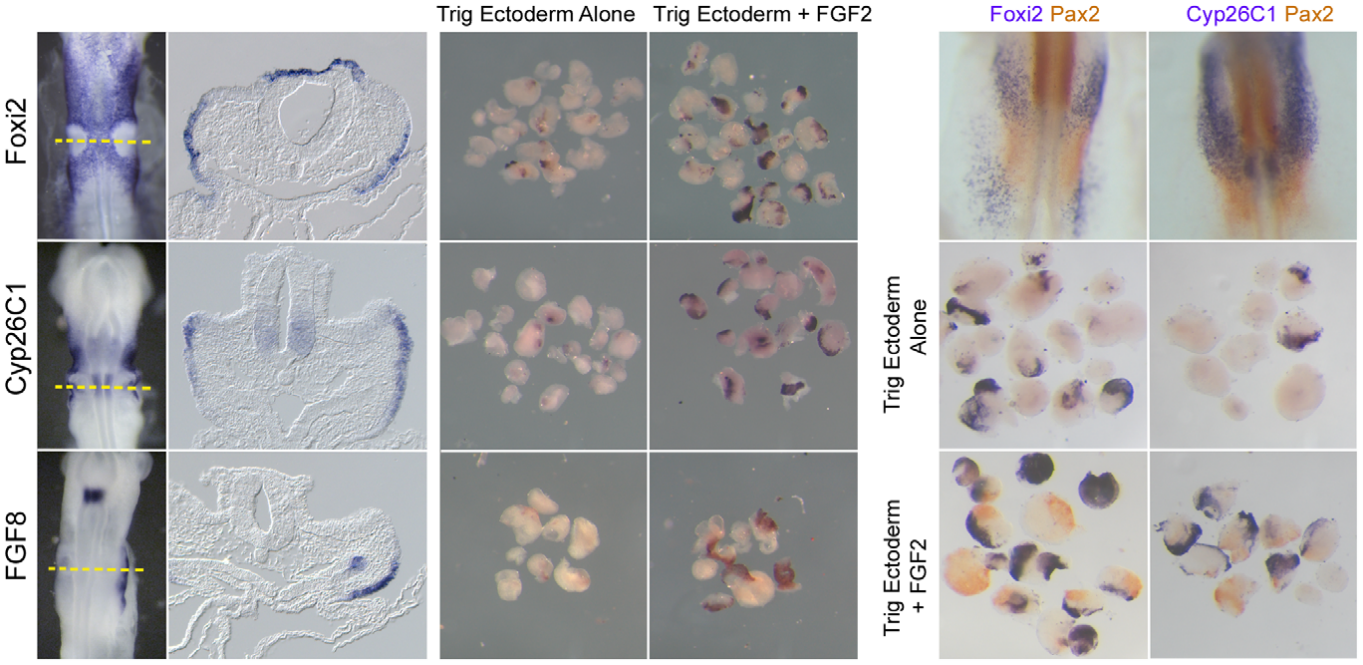
Examples of two genes in our study – *FGF8* and *Cyp26C1*– that were identified as FGF-responsive otic placode genes, but which were shown not to be expressed in the otic placode by in situ hybridization. The left panels show the expression of these genes in non-otic ectoderm compared with *Foxi2*, a gene previously shown to be restricted to non-otic ectoderm [24], [28]. The center panels confirm that all three genes can be up-regulated in collagen gel cultures of presumptive trigeminal ectoderm cultured in 50ng/ml FGF2. The right panels show that the expression of *Foxi2* and *Cyp26C1* (purple label) in such FGF-induced cultures is mutually exclusive with expression of the otic marker *Pax2* (orange label).

FGF signaling is instrumental during otic placode induction, and consequently several FGF-associated genes were detected in our otic enriched microarray dataset. The FGF ligands *FGF3, FGF8, FGF18,* and *FGF19* were represented, as was FGF Receptor-like 1 (*FGFRL1*), which lacks a tyrosine kinase domain and may act as an inhibitor of FGF signaling. 

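FGF3, the gene of an FGF ligand, stood at 73.4 and 38.5 in otic ectoderm and at 3.5 and 0.8 in lateral ectoderm, a log2 fold change of 4.83 (standard error 0.71, adjusted p = 0.20, n = 2 arrays per group), and its other probe set was higher by 1.58 (standard error 0.36, adjusted p = 0.32). With 1 lateral value under the floor of 1 and the other near it, the size of the first change is uncertain, and with an offset of 32 chosen after seeing the values its fold was 2.53 in place of 28.4. FGF19, another ligand gene, was higher by 3.76 (standard error 0.52, adjusted p = 0.20). FGF18 was higher by 3.62 (standard error 1.27, adjusted p = 0.53), a call lost without otic replicate 1 (4.24), otic replicate 2 (3.01) or lateral replicate 2 (1.61), and with the otic and lateral arrays fitted alone. FGFRL1, the receptor-like gene, was higher by 1.55 (standard error 0.41, adjusted p = 0.39), whereas its other probe sets gave 1.58 (standard error 1.37) and 0.76 (standard error 0.34) and did not pass. In a list of 15 FGF ligand genes, 6 were higher and 0 lower (4 adjusted over the list alone), with a median of 1.14 relative to all genes (adjusted p = 0.018, adjusted p = 0.29 with an estimated correlation). FGF10 (3.25) and FGF1 (1.75) were the members higher besides FGF3, FGF8, FGF18 and FGF19. Since the paper names FGF3, FGF8, FGF18 and FGF19 from these arrays, the list is to that extent not independent evidence. The list did not pass without otic replicate 1 (1.06, adjusted p = 0.055), otic replicate 2 (1.67, adjusted p = 0.071) or lateral replicate 2 (0.95, adjusted p = 0.19).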

Other FGF antagonists were also identified, including *Spry1* & *Spry2* [26] *SPRED1*, and *Sef* (IL17RD). 

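SPRY1, which encodes a Sprouty inhibitor of receptor tyrosine kinase signaling, was higher in otic than in lateral ectoderm by a log2 fold change of 4.19 (standard error 0.62, adjusted p = 0.20, n = 2 arrays per group). SPRY2, of the same family, was higher by 2.30 (standard error 0.39, adjusted p = 0.21) and IL17RD, a transmembrane inhibitor of FGF signaling, by 3.40 (standard error 0.58, adjusted p = 0.21), with its other probe sets higher by 3.16 and 2.11. SPRED1, a Sprouty-related protein, was higher by 1.5 (standard error 0.54, adjusted p = 0.54), a call lost without otic replicate 1 (1.35), otic replicate 2 (1.65) or lateral replicate 1 (0.77), and with the otic and lateral arrays fitted alone. Of the 3 other SPRED1 probe sets, one was higher by 1.17 (standard error 0.35), and those that did not pass gave 0.32 and −0.49. Of 18 measured genes of FGF and MAP kinase antagonists, 8 were higher and 0 lower (4 adjusted over the list alone), with a median of 0.89 relative to all genes (adjusted p = 0.00038, adjusted p = 0.20 with an estimated correlation). The phosphatase gene DUSP16 (1.37) and LRIG3 (1.35), a membrane protein with leucine-rich repeats, were among them. SPRY1, SPRY2, SPRED1 and IL17RD are named by the paper from these arrays, and to that extent the list is not independent evidence.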

The presence of multiple FGF pathway antagonists were consistent with the observation that FGF signaling has to be rapidly attenuated for correct differentiation of the otic placode [24], [26]. 

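FGFR1, the gene of an FGF receptor tyrosine kinase, had a log2 fold change of 0.62 in otic over lateral ectoderm (standard error 0.38, adjusted p = 0.73, n = 2 arrays per group), and 0.45 after quantile normalization, and did not pass. FGFR2 had a fold change of −0.26 (standard error 0.44, adjusted p = 0.91), and −0.44 after quantile normalization. FGFR3 had a fold change of −0.93 (standard error 0.45, adjusted p = 0.67) and did not pass, but was counted as lower after quantile normalization (−1.09) and without otic replicate 2 (−1.37). A probe set annotated to FGFR4 had a fold change of −0.21 (standard error 0.87, adjusted p = 0.97), and −0.41 after quantile normalization. When single arrays were left out FGFR2 ranged from −0.68 to 0.16 and FGFR4 from −1.11 to 0.68, so that neither has a settled direction. Of 7 measured genes of FGF receptors and co-receptors, 0 were higher and 0 lower (0 adjusted over the list alone) at both limits of the limma test, counted on the brightest probe set of each gene. In another probe set FGFRL1 was higher by 1.55. The list's median was −0.13 relative to all genes and 0.06 before that shift was taken off (adjusted p = 0.75).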

No FGF receptors were present in the otic-enriched list, although *FGFR1* was weakly enriched (1.3 fold) and *FGFR4* was not represented in the microarray probe sets. 

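ETV4, the gene of an Ets-domain transcription factor of the PEA3 group, was higher in otic than in lateral ectoderm by a log2 fold change of 2.71 (standard error 0.54, adjusted p = 0.26, n = 2 arrays per group), whereas another ETV4 probe set gave −1.38 (standard error 0.92). ETV3, an Ets-domain gene, had a fold change of 0.18 (standard error 0.59, adjusted p = 0.96), near the shift of all genes, and its other probe sets, at 0.43 and −1.73, did not pass either. ETV5, of the PEA3 group, was higher by 1.64 (standard error 0.35, adjusted p = 0.30) and in 2 of its other probe sets (3.31 and 1.42), while those that did not pass gave 0.23 and −0.10. DUSP4, a MAP kinase phosphatase gene, was higher by 1.39 (standard error 0.33, adjusted p = 0.34) and in another probe set by 1.70, and one further probe set (0.41) did not pass. DUSP6, a phosphatase of ERK, was higher by 1.34 (standard error 0.53, adjusted p = 0.59). The call of DUSP6 was lost under median centring, with the otic and lateral arrays fitted alone, without otic replicate 2 (0.82) or lateral replicate 1 (0.87), and without any 1 of the trigeminal arrays (1.34). Of 16 Ets and immediate-early targets of MAP kinase, 3 were higher and 0 lower (2 adjusted over the list alone), ETV1 (1.03, named after its value was seen) being the member besides ETV4 and ETV5. The list as a whole did not move, with a median of −0.17 relative to all genes and a mean of 0.16 before that shift was taken off (adjusted p = 0.88).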

We also detected known downstream targets of FGF signaling, including the FGF/MAP kinase-activated Ets transcription factors *ETV3* and *ETV4* (*PEA3*) and genes associated with the MAP kinase signaling pathway, including the MAP kinase phosphatases *DUSP4* and *DUSP6*.

We were surprised to identify only 52 transcripts that were significantly enriched in the otic placode and also up-regulated in presumptive trigeminal ectoderm treated with FGF2 (Table 3). 

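Of the 1198 genes higher in otic ectoderm, 160 (13.4%) were also higher with FGF2, where lists drawn independently would share 60.8 (odds ratio 3.48, Fisher's exact test over 13041 genes, two-sided p = 5.0e-32, genes not being independent replicates). The share was 10.7% to 17.1% across other scalings, filters and fits and with single arrays left out, 7.99% over probe sets, and 29.5% with a fold above 2 as the only limit. GBX2, CYP26C1, SPRY1, FGF8, EYA2 and IL17RD were among the shared genes. In the opposite directions, 92 genes were higher in otic ectoderm and lower with FGF2 (47.6 expected, odds ratio 2.23, Fisher's exact test, p = 4.5e-10), and 74 were lower in otic ectoderm and higher with FGF2 (33.1 expected, odds ratio 2.56, Fisher's exact test, p = 5.0e-11). With 1 probe set per gene, each comparison fitted on its own 4 arrays and genes compared within 20 bins of mean intensity, the odds ratio was 1.03 (95% interval 0.683 to 1.55) for the opposite directions together and 3.55 (2.77 to 4.56) for the same direction. A gene enters a shared list when any of its probe sets passes in each comparison.

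**Figure D2:**
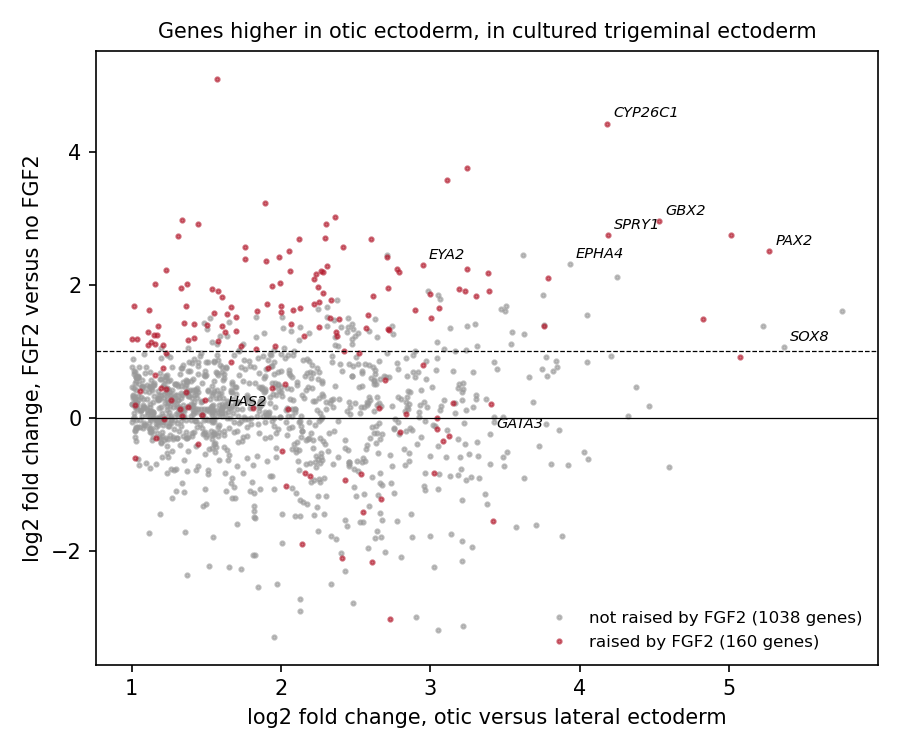
Log2 fold change of otic over lateral ectoderm (x axis) and of FGF2 over no FGF2 in trigeminal ectoderm (y axis) for the 1198 genes higher in otic ectoderm, 1 probe set per gene, the solid line marking no change and the dashed line a 2-fold rise. The 160 genes raised with FGF2 are in red and the other 1038 in grey, and a red point under the dashed line is a gene raised in another probe set.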

Although the 52 genes in this common list included known otic placode genes such as *Pax2*, *Eya2*, *Gbx2*, *Spry1* and *Spry2* [19], [26], [42], [46], [47], and many of the FGF-signaling associated genes mentioned above, a number of other known otic genes such as *Gata3*, *Has2* and *EphA4* were not up-regulated following FGF treatment. This raised the possibility that although FGF signaling may be necessary for the induction of the otic placode [10], [11], [12], [13], [24], [48], it may not be sufficient for the induction of many otic placode genes.

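GBX2 rose with FGF2 from 149 and 224 to 1446 and 1409.6, a log2 fold change of 2.96 (standard error 0.39, adjusted p = 0.28, n = 2 arrays per group). SPRY1 rose by 2.75 (standard error 0.62, adjusted p = 0.47), SPRY2 by 2.70 (standard error 0.39, adjusted p = 0.28) and EYA2 by 2.29 (standard error 0.38, adjusted p = 0.34). EPHA4, the gene of an ephrin receptor, had a fold change of 2.31 with FGF2 (standard error 1.39, adjusted p = 1), with 86.9 and 32.2 against 2.4 and 47.1, and did not pass except without untreated replicate 2 (4.46). TBX1 rose with FGF2 by 3.58 (standard error 1.08, adjusted p = 0.72), a call lost without FGF2-treated replicate 1 (2.29) or untreated replicate 1 (3.27), while its other probe set gave −1.23 (standard error 1.04). The untreated values behind this rise (1.5 and 2.3) lie far under their array medians, and the call was lost with the offset of 32. SOX2 (0.93, standard error 1.24), EYA4 (0.46, standard error 0.40) and DACH1 (0.40, standard error 0.48) did not pass with FGF2. In otic over lateral ectoderm EPHA4 was higher by 3.93 (standard error 1.39, adjusted p = 0.53), a call lost without otic replicate 1 (4.54) or 2 (3.33) or lateral replicate 1 (3.38) or 2 (4.48). Its lateral values of 1.4 and 3 lie far under the medians of their arrays, so that the size is uncertain. With an offset of 32 chosen after seeing the values its fold was 1.89 in place of 15.3, and the call was lost. Of the 33 known otic placode genes, 7 rose with FGF2 and 0 fell (4 adjusted over the list alone), with a median of 0.62 relative to all genes (adjusted p = 0.00082, adjusted p = 0.60 with an estimated correlation). Among the 15 FGF ligand genes, 4 rose and 0 fell (0 adjusted over the list alone), with a median of 0.89 (adjusted p = 0.0062, adjusted p = 0.39 with an estimated correlation), and the list did not pass without untreated replicate 1 (0.80, adjusted p = 0.088). FGF10 (2.23, named after its value was seen), FGF19 (1.39, standard error 0.52, adjusted p = 0.90) and FGF3 in one of its probe sets (1.06) rose besides FGF8, and the rise of FGF19 did not pass without any 1 of the cultured arrays (1.19 to 1.59) or without either otic array (1.39). FGF18 (2.45, standard error 1.27) and the FGF3 probe set of the paper's tables (1.49, standard error 0.71) did not pass, although both did in the fit of 4 arrays and without either lateral array.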

It is possible that presumptive trigeminal ectoderm is qualitatively different from presumptive otic ectoderm in its response to FGF2, and that this may explain the small number of otic genes that were also up-regulated when presumptive trigeminal ectoderm is treated with FGF2. To test this, we assayed the expression of 9 known otic genes by Q-PCR after culturing presumptive otic ectoderm in collagen gels in the presence or absence of 50 ng/ml FGF2 for 15 hours. Otic ectoderm was taken from chick embryos with 0–4 somites, before the onset of otic marker expression (ref. 19; Figure 4). Of the genes tested, only those identified in our array data as being both otic- and FGF-enriched (*Pax2*, *FoxG1*, & *Sox8*) were significantly up-regulated. We can therefore have confidence that our use of trigeminal ectoderm in FGF treatment experiments generates results broadly applicable to the otic placode.

**Figure 4:**
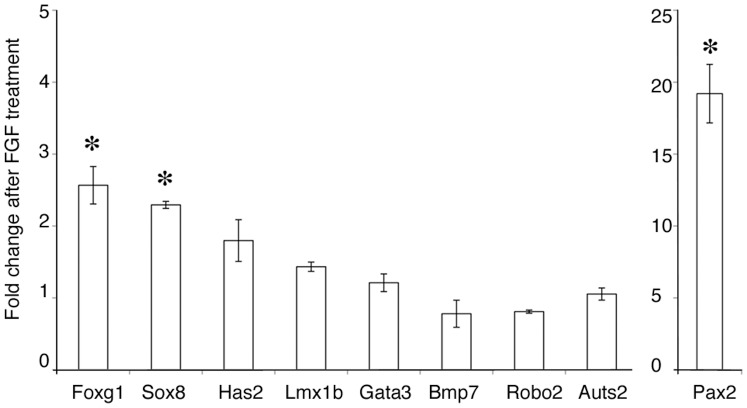
Validation of trigeminal ectoderm as an appropriate assay system for otic induction. To confirm that presumptive trigeminal placode tissue responded to FGF treatment in a similar manner presumptive otic placode tissue, we assayed the induction of nine otic placode genes in presumptive otic tissue (HH stage 8; a time where none of the genes have been induced) treated with FGF2 for 18 hours. Of the genes tested, only those identified in our array data as being both otic- and FGF-enriched (*Pax2*, *FoxG1*, & *Sox8*) were significantly up-regulated (* = p<0.05).

### FGF Signaling through the MAP Kinase Pathway is Necessary to Induce the OEPD

Our data suggested that FGF2 was only sufficient to induce a subset of otic genes in chick placodal ectoderm. We next tested whether FGF signaling was necessary for the induction of twelve otic placode genes (*Auts2, Bmp7, FoxG1, Gata3, Has2, Lmx1b, Musashi1, Otx2, Robo2, Il17rd*, *Sox8* and *Pax2*) by culturing whole embryos in the presence of 10 µM SU5402 for 18 hours to block FGFR signaling. In all cases, SU5402 either abolished or greatly reduced expression of each gene compared to DMSO vehicle controls (Table 5; Figure 5). Thus, although FGF signaling is *sufficient* to induce only a subset of otic placode genes, it is *necessary* for the expression of all genes tested.

**Figure 5:**
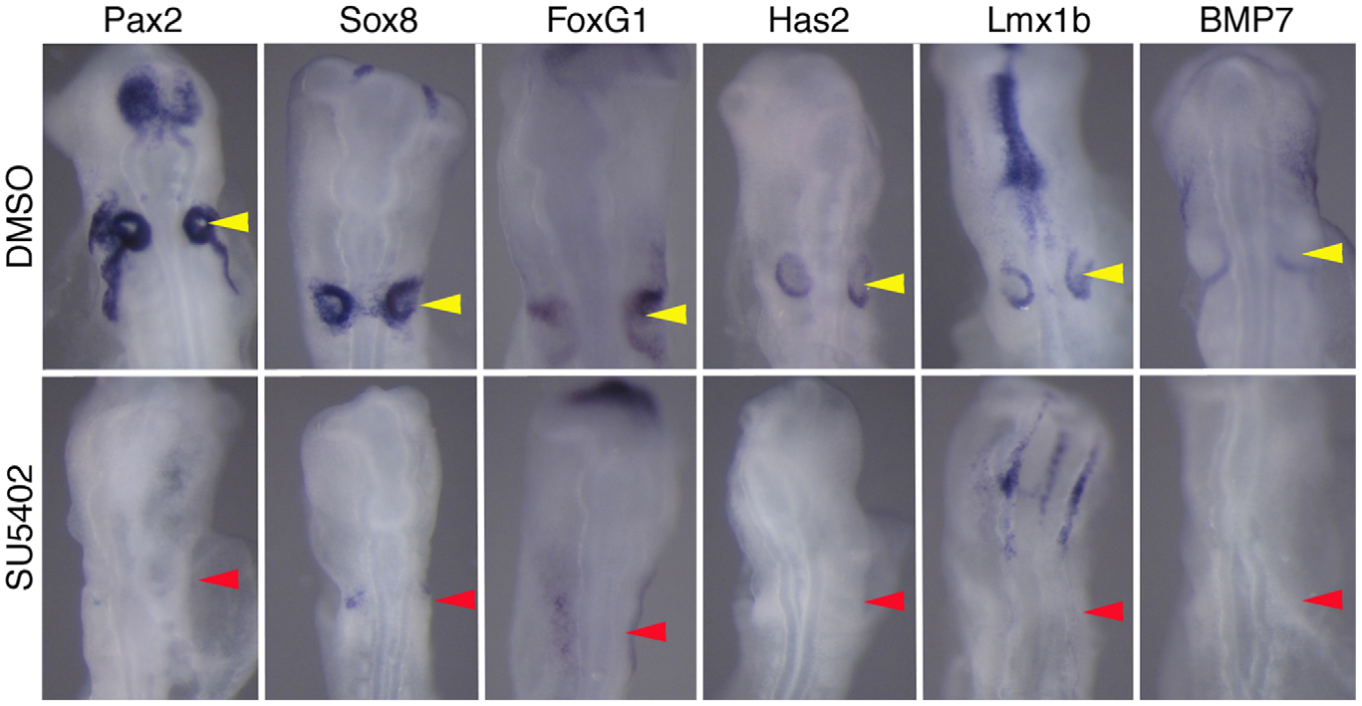
FGF signaling is necessary for the induction of otic placode genes. HH stage 8 chick embryos were cultured in the FGF receptor inhibitor SU5402 for 18 hours and assayed for the expression of otic placode genes. Out of 12 otic genes tested, all were significantly reduced in SU5402-treated embryos (Table 4). Six examples of down-regulated genes - (*Pax2*, *FoxG1*, *Sox8, Has2, Lmx1b* and *BMP7*) are shown in SU5402- or vehicle-treated embryos.

**Table 5:** Inhibition of Otic Placode Gene Expression by the FGFR Inhibitor SU5402.

Gene	Control (DMSO)	SU5402 (10 µM)
*Auts2*	19/19	0/20
*Bmp7*	9/9	4/12
*Foxg1*	12/12	0/14
*Gata3*	19/19	1/20
*Has2*	9/9	0/11
*Lmx1b*	11/11	0/14
*Musashi1*	7/8	0/8
*Otx2*	7/8	0/12
*Pax2*	16/16	1/16
*Robo2*	17/17	2/25
*Sef (Il17rd)*	4/4	1/6
*Sox8*	12/12	0/13

Embryos were cultured in the FGFR inhibitor SU5402 or a DMSO vehicle control and then processed for in situ hybridization for 12 otic placode genes. Numbers refer to the number of embryos with in situ hybridization signal in the otic placode.

Activation of FGF receptors causes a downstream activation of a number of signaling cascades including the MAP kinase pathway, the PKC/PLCgamma pathway, PI3 Kinase/Akt pathway and the p38 MAP kinase pathway [49]. Our microarray data suggested that elements of the MAP kinase pathway might be up-regulated during otic placode induction and in response to FGF signaling. 

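DUSP6 rose with FGF2 by a log2 fold change of 2.98 (standard error 0.53, adjusted p = 0.36, n = 2 arrays per group) and DUSP4 by 1.31 (standard error 0.33, adjusted p = 0.59), with a further DUSP4 probe set at 1.71 (standard error 0.81) that did not pass. ETV4 rose by 1.96 (standard error 0.54, adjusted p = 0.66), a call lost without untreated replicate 1 (1.70), and its other probe set gave −1.05 (standard error 0.92). ETV5 rose by 1.02 (standard error 0.35, adjusted p = 0.84) and in another probe set by 2.27 (standard error 0.60, adjusted p = 0.61), while its further probe sets (1.84, 0.87 and 0.21) did not pass. The first of these ETV5 calls was lost after quantile normalization (0.88), without either FGF2-treated array (0.99 and 1.04) and without untreated replicate 1 (0.84). IL17RD rose by 2.05 (standard error 0.46, adjusted p = 0.47), whereas SPRED1 (0.65, standard error 0.54) did not pass. Of 18 genes of FGF and MAP kinase antagonists, 8 rose and 0 fell (8 adjusted over the list alone, 0 over all genes), with a median of 1.13 relative to all genes (adjusted p = 1.2e-09, adjusted p = 0.13 with an estimated correlation). SPRY3 (2.52) and the phosphatase gene DUSP5 (2.18) were among them. This list holds genes that the paper names from these arrays, such as SPRY1, SPRY2 and DUSP6, and to that extent is not independent evidence. Of 16 Ets and immediate-early genes, 4 rose and 0 fell (0 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.0015, adjusted p = 0.47 with an estimated correlation), and the list did not pass without untreated replicate 2 (0.28, adjusted p = 0.059). ELK3 (1.24) and CSRNP1 (1.16), named after their values were seen, rose besides ETV4 and ETV5.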

To test the necessity of different downstream signaling pathways from FGF receptors, we grew chick embryos at stage 7–8 (0–4 somite pairs) in floating cultures (“Cornish pasty” cultures; [32]) in the presence of different inhibitors of intracellular signaling pathways downstream from receptor tyrosine kinases and examined the expression of *Pax2* in the otic region (Figure 6A). As a positive control, we also included SU5402, a known inhibitor of FGF receptors [50]. SU5402 was able to block or greatly reduce the induction of *Pax2* in cultured chick embryos (22/24 embryos; 10 µM). The MAP kinase pathway inhibitor of Mek kinase, U0126 was also able to efficiently block or reduce *Pax2* induction (10/11 embryos; 50 µM). However, inhibitors of the PKC/PLCγ pathway (U73122; n = 10), PI3 Kinase/Akt pathway (LY294002; n = 11, Wortmannin; n = 9 or Akt Inhibitor IV; n = 3) and the p38 MAP kinase pathway (SB203580; n = 6) either resulted in no discernible effect on *Pax2* induction or else led to death of the embryos at higher concentrations tested.

**Figure 6:**
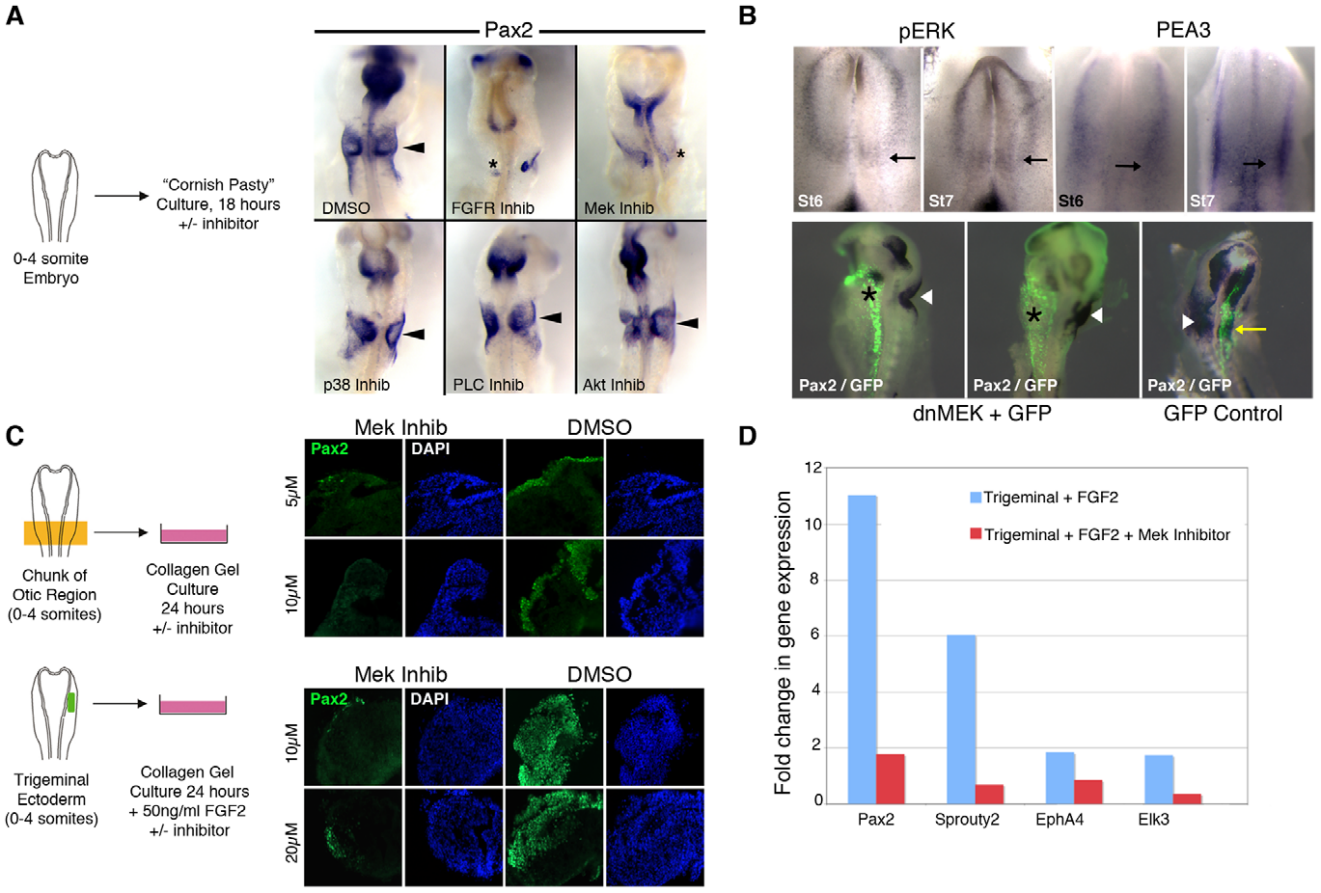
FGF2 regulates otic gene expression through the MAP kinase pathway. (A): HH stage 8 embryos were cultured for 18 hours in the presence of different FGF pathway inhibitors and assayed for expression of Pax2. Only embryos treated with the FGFR inhibitor SU5402 or the MEK kinase inhibitor U0126 showed decreased or abolished Pax2 expression. (B): FGF signaling is present in presumptive otic placodal ectoderm prior to the onset of otic placode genes. HH stage 6 and 7 embryos were either stained with antibodies to phosphorylated ERK kinase or processed for in situ hybridization with the FGF target gene PEA3. Electroporation of a dominant-negative MEK construct (together with a GFP reporter) down-regulates Pax2 expression in the otic region (asterisks) but not in control embryos (yellow arrow) or on the contralateral side of the embryo (arrowheads). (C): Inhibition of the MAP kinase pathway also blocks induction of Pax2 in cultured chunks of the developing otic region or in FGF-treated trigeminal level ectoderm. Embryo chunks or ectoderm pieces were sectioned and stained with antibodies to Pax2. The MEK inhibitor U0126 significantly reduced induction of Pax2 at both concentrations tested. (D): The MEK kinase inhibitor U0126 can also block the induction of other otic genes in addition to Pax2. Trigeminal level ectoderm was cultured with 50 ng/ml FGF2 in the presence or absence of 20 µM U0126. QPCR for the otic genes *Spry2, EphA4* and *Elk3* were all significantly reduced by U0126 treatment (p<0.05 in each case).

We confirmed activation of the MAP kinase pathway at the early stages of otic placode induction by staining stage 6–7 chick embryos with antibodies against phosphorylated forms of the Erk MAP kinase and performing in situ hybridization for an Erk target, the Ets transcription family member *Pea3* (Figure 6B). In both cases, expression of phospho-Erk or *Pea3* could be observed in mesoderm underlying the future otic placode, and in a thin strip of ectoderm adjacent to the neural plate at the level of the otic placode. Electroporation of stage 6–7 chicken embryos with a dominant negative *Mek1* DNA construct (S218A and S222A *Mek1* double point mutant, [34]; 11/11 embryos) but not control DNA (n = 8) also efficiently blocked induction of *Pax2* (Figure 6B).

We also cultured chunks of heads from chick embryos with between 0–4 somite pairs in the presence of 5 or 10 µM U0126. Both concentrations of inhibitor significantly reduced the amount of PAX2 protein marking the otic placode (Figure 6C; 21/24 head chunks), whereas DMSO vehicle had no obvious effect. We have previously shown that presumptive trigeminal ectoderm can express PAX2 when cultured in collagen gels in the presence of FGF2. We repeated these experiments in the presence or absence of the MEK kinase inhibitor U0126. U0126 effectively blocked the expression of PAX2 protein in these cultures (Figure 6C; n = 17), but not control cultures (n = 9). U0126 also significantly reduced expression of *Pax2* and three other otic genes, *Spry2, EphA4* and *Elk3* when measured by Q-PCR (Figure 6D). Together these results suggest that activation of the MAP kinase pathway downstream of FGF receptors is necessary for the induction of at least some otic placode genes.

## Discussion

The induction of the otic placode and inner ear has been studied as a model of tissue induction for almost a century [1], [17]. In recent years, attention has focused on the role of FGF family members in inducing the otic placode [2]. In the present study we show that FGF signaling, although crucial in initiating otic placode formation, is in itself insufficient to activate the entire cascade of otic placode genes in cranial ectoderm. We used a microarray-based approach to first identify transcripts enriched in the otic placode, and then to establish which transcripts can be regulated by FGF signaling in culture. We assessed the quality of our array data by comparison with previously characterized otic and FGF-associated genes, and by our own in situ hybridization experiments. Our findings indicate that surprisingly few otic genes are up-regulated by FGF treatment alone, although FGF signaling is necessary for the expression of all otic genes examined.

We used a trigeminal-fated region of the preplacodal domain for our FGF treatment experiments, as this eliminates the prospect of unwanted contamination of our sample with otic genes. The induction of many otic markers has confirmed that this is a reasonable approach, as has previous grafting experiments that demonstrate that trigeminal level ectoderm from early somite stages is competent to undergo limited otic morphogenesis [19]. Our trigeminal data was also consistent with data obtained by QPCR using presumptive otic placode tissue; of the genes tested, only those up-regulated by FGF in trigeminal tissue were also up-regulated by FGF in the otic samples. These experiments operate under the assumption that the pre-placodal field is effectively uniform, and that an otic placode can be effectively induced from different axial levels. This is true in amphibians, where rotation of the placodal field can result in anteriorly located otocysts [51]. Expression analysis also generally supports uniformity of the preplacodal domain [6], [52], although a Six1 enhancer specific for the rostral half of the preplacodal region has been recently identified [53].

The genes identified by our arrays as being otic-enriched correlate well with a similar experiment performed by Paxton and colleagues [54]. Using Agilent chicken genome arrays, they identified genes expressed in stage 7 chicken embryos in the pre-otic region by comparing its expression profile with more rostral tissues. Although these data are not ectoderm-specific, and are taken from slightly younger embryos, broad comparisons with our results can be made. 

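JAG1, the gene of a Notch ligand, was higher in otic than in lateral ectoderm by a log2 fold change of 5.08 (standard error 1.14, adjusted p = 0.31, n = 2 arrays per group), a value of 3.21 to 6.94 when an array was left out since its lateral arrays stood at 1.4 and 18.6, and in another probe set by 2.43 (standard error 0.98), while one further probe set gave 0.89 (standard error 0.97). HES6, a basic helix-loop-helix gene of the Hes family, was higher by 3.76 (standard error 0.72, adjusted p = 0.25). HES5, a Notch target of the same family, was higher by 2.49 (standard error 0.61, adjusted p = 0.36), with another probe set at 0.25 (standard error 0.60). FZD8, a Frizzled receptor for Wnt ligands, was higher by 2.23 (standard error 0.45, adjusted p = 0.26), with another probe set at 0.80 (standard error 0.52). MEOX1, a homeobox gene of somites, had a fold change of 1.18 (standard error 0.59, adjusted p = 0.68) and did not pass, although it did with the eBayes trend and without otic replicate 2 (1.93). Of 15 Notch pathway genes, 6 were higher and 1 lower (5 higher adjusted over the list alone), with a median of 0.53 relative to all genes (adjusted p = 0.018, adjusted p = 0.59 with an estimated correlation). LFNG, a glycosyltransferase that modifies Notch, was higher by 1.77, and the Notch ligand gene DLL4 (−2.17, named after its value was seen) was the member that was lower. Since the paper names JAG1, HES5, HES6, DLL1 and HEY1 from these arrays, the list is to that extent not independent evidence. The list did not pass without lateral replicate 1 (0.43, adjusted p = 0.078), otic replicate 1 (0.56, adjusted p = 0.055) or otic replicate 2 (0.47, adjusted p = 0.063).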

Of the select genes presented in Table 1 of Paxton et al., [54], 8 are also found in our otic enriched set (*Fgf3, Fgf19, Fzd8, Hes5, Hes6, Jag1, Gbx2,* & *Meox1*). Notable among these factors are the presence of 3 Notch signaling associated genes: the Notch ligand *Jag1*, and the downstream Notch targets *Hes5*, and *Hes6*. Our array additionally identified *Dll1* and *Hey1* as otic enriched transcripts. This is consistent with previous reports highlighting the importance of Notch signals in early otic formation [55], [56].

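DLL1, the gene of a Notch ligand, was higher in otic than in lateral ectoderm by a log2 fold change of 2.28 (standard error 0.82, adjusted p = 0.55, n = 2 arrays per group), and another probe set, at 1.76 (standard error 0.86), did not pass. The call was lost without otic replicate 1 (2.47) or 2 (2.09) or lateral replicate 1 (1.14), and with the otic and lateral arrays fitted alone. HEY1, a transcription factor activated by Notch, was higher by 1.55 (standard error 0.41, adjusted p = 0.40). With FGF2, HEY1 rose by 1.58 (standard error 0.41, adjusted p = 0.61) and DLL1 had a fold change of 0.52 (standard error 0.82). In the FGF2 comparison 2 of the 15 Notch pathway genes rose and 0 fell (0 adjusted over the list alone), with a median of 0.40 relative to all genes (adjusted p = 0.0045, adjusted p = 0.60 with an estimated correlation), and the list did not pass without FGF2-treated replicate 2 (0.50, adjusted p = 0.11) or untreated replicate 1 (0.44, adjusted p = 0.13). JAG2, a Notch ligand gene, rose by 2.12 (standard error 0.70, adjusted p = 0.80), a call lost without FGF2-treated replicate 1 (2.28) or 2 (1.96) or untreated replicate 2 (1.44). JAG1 (0.92, standard error 1.14), HES6 (1.40, standard error 0.72) and HES5 (1.24, standard error 0.61) did not pass in the probe sets of their otic values. The probe set that the paper's FGF2 table names HES5, here annotated to another gene, had 1.36 (standard error 0.65) and did not pass either. Another JAG1 probe set rose by 2.46 (standard error 0.98), and one further, at −1.38 (standard error 0.97), did not pass.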

A second array-based experiment has recently examined otic placode genes downregulated in *Fgf3* and *Fgf10* conditional null mice [29]. The number of genes identified as differentially expressed in otic placodal ectoderm was low (28 genes down-regulated in *Fgf3*/*Fgf10* double null embryos), and several known otic placode genes detected in our experiments were not picked up by the mouse arrays (for example *Pax2*, *Gbx2*, *Sprouty1/2*). Species differences may account for some of the observed differences, as mouse and chicken are known to occasionally use different but related genes during otic development [57]. Urness and colleagues also attribute the relatively small number of FGF-dependent genes in their study to the technical difficulties of isolating the young otic placode from mouse embryos. Nevertheless, in both mouse and chicken, our data and that of Urness show roles for members of *Sox*, *Zic*, *ZNF*, *GPR*, *Kif*, *Sic, SPINK*, and *DUSP* family genes, in addition to *FoxG1* and *Has2*.

Our validation of the array results by gene expression analysis and database searches suggest that our data is robust. However our microarray approach has some inherent limitations that should be considered when interpreting these data. First, although comprehensive, the transcripts represented in our microarrays are not a complete list of all chicken genes. It is unavoidable that some otic associated and FGF-sensitive genes will be overlooked, as they are simply absent from the array. Our in situ analysis also identified some genes that were wrongly identified as otic enriched, due to being strongly expressed in neighboring tissues. Small variations in the precise region dissected between embryos are difficult to eliminate and thus such false positive results are an unavoidable consequence of our methodology.

We conclude that most otic genes are not FGF-responsive, and that most FGF-responsive genes from trigeminal tissue are not otic genes. 

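Of the 344 probe sets of the paper's otic list, 38 (11.0%) rose with FGF2 at a fold above 2 and an unadjusted p under 0.05. Without FGF2-treated replicate 1 these were 25 (7.27%), and without FGF2-treated replicate 2 or untreated replicate 1 they were 26 (7.56%), against 49 (14.2%) in the fit of 4 arrays and 50 (14.5%) with the eBayes trend. Among the 53 that the paper marks as FGF-regulated, such as GBX2, CYP26C1 and SPRY2, 33 rose, a count that is not independent evidence since the marks were given on these cultured arrays. Of the 291 without a mark, such as GATA3 and HAS2, 5 rose (10 at a fold above 2 alone). As a set the 344 probe sets had a median log2 fold change of 0.389 with FGF2, against 0.097 for all probe sets, and 274 lay above 0 (camera gave 3.4e-08 as the unadjusted p with the preset correlation and 0.29 with an estimated one, and limma's rotation test fry gave 0.18). Part of this was fixed by the choice of the marked probe sets, 53 of 53 of which lay above 0, with a median of 1.62. The 291 unmarked probe sets had a median of 0.302, with 221 above 0 (camera gave 0.0038 as the unadjusted p with the preset correlation and 0.58 with an estimated one, and fry 0.45). In the other direction, 24.2% of the 662 genes raised with FGF2 were also higher in otic ectoderm, and 60 of the 185 probe sets of the paper's FGF2 list were. Across all 13041 genes the fold changes of the comparisons were nearly unrelated (Pearson's r = 0.085, Spearman's rho = 0.082), and across the 1198 otic genes r was 0.226 and rho 0.174, genes not being independent replicates. From the small share of otic transcripts that FGF2 raised in trigeminal ectoderm, the paper concludes that most otic genes do not respond to FGF and that most genes responding to FGF there are not otic genes. It proposes that FGF signaling, though needed, is not enough to induce many otic placode genes.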

Interestingly, although only 15% (52/344) of total otic enriched transcripts were induced by FGF, among the most highly enriched samples the ratio was higher: 55% (11/20) of the top 20 otic genes were up-regulated by FGF. In contrast to FGF addition experiments, chemical blockade of FGF signaling by SU5402 effectively blocked expression of all examined otic genes. Thus, although FGF signaling is not sufficient to drive the entire otic program, it is clearly necessary for otic placode induction, indeed its continued action is inhibitory to full otic formation [24]. This result supports a model in which all subsequent otic inductive events are dependent on an initial FGF step. 

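Of the 20 genes of largest otic fold change, PAX2, JAG1, FGF8, FGF3, GBX2, SPRY1 and CYP26C1 rose with FGF2, of which PAX2, JAG1 and FGF3 passed in another probe set than that of largest otic change. These 7 make 35%, against 153 of the other 1178 otic genes (13.0%, Fisher's exact test, two-sided p = 0.011). Of the 7, FGF8 and CYP26C1 were found by the paper's in situ hybridization to lie largely outside the otic placode. Among the 20 genes, those that did not pass with FGF2 include the transcription factor genes SOX8, SOX2 and SOHO1, and the genes NTN3, HS3ST3B1 and SEPTIN3. Without FGF2, SOHO1 (3410 and 3247) and SOX2 (1288 and 3003) already stood above their otic values (107 and 340, 346 and 721). With FGF2, SOHO1 stood lower than in both untreated arrays (1818 and 2202), and SOX2 higher than in both (4150 and 3393). For these genes the lack of a pass upward says little about a response. SOX8 (384 and 379 against 149 and 222) and HS3ST3B1 (455 and 644 against 183 and 234) were higher in both FGF2 arrays than in both untreated ones. The difference between the shares was lost after quantile normalization (25%, Fisher's exact test, p = 0.18), and without otic replicate 1 (25%, p = 0.17), otic replicate 2 (20%, p = 0.52), lateral replicate 1 (20%, p = 0.52), untreated replicate 1 (30%, p = 0.10) or untreated replicate 2 (25%, p = 0.37). Among the 20 probe sets of largest fold change in the paper's own otic list, 11 carry the paper's mark and 8 rose here, against 30 of the other 324 (Fisher's exact test, p = 0.00051). The 8 became 5 without untreated replicate 1 or either FGF2-treated array, and 11 in the fit of 4 arrays and without either lateral array.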

We previously proposed that the expression of preplacodal marker genes may represent a first step in otic induction, as the onset of preplacodal gene expression correlates with competence to respond to FGF treatment [30]. In this study, we used 1–4 ss trigeminal ectoderm in our cultures, which by this stage already expresses preplacodal markers. Therefore, the subsequent actions of FGF signaling on this tissue may perhaps then be considered as the second such induction step, driving preplacodal ectoderm to an “early otic placode” state, from which further (as yet unidentified) signaling is required to continue inner ear development. We hypothesized that Wnt may be the missing signaling link in otic placode formation, as Wnt has previously been demonstrated to help control otic placode specification [16], [24], [28]. Indeed the Wnt receptors *Fzd7*, and *Fzd8* were induced in our FGF treatment experiment. 

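FZD8 rose with FGF2 by a log2 fold change of 2.17 in the probe set of the paper's tables (standard error 0.45, adjusted p = 0.41, n = 2 arrays per group), while another FZD8 probe set fell with −2.51 (standard error 0.52, adjusted p = 0.41). FZD7, a further Frizzled receptor gene, had a fold change of 0.47 with FGF2 (standard error 0.35, adjusted p = 1), and its other probe sets gave −0.02 and 0.39, none of them passing. In otic over lateral ectoderm FZD7 was higher by 1.07 (standard error 0.35, adjusted p = 0.49) and in another probe set by 1.5 (standard error 0.60), and the first of these calls was lost after quantile normalization (0.88), with the otic and lateral arrays fitted alone, without otic replicate 2 (1.03) or lateral replicate 1 (0.98). Of 36 measured genes of the Wnt pathway, 2 rose with FGF2 and 1 fell (0 adjusted over the list alone), with a median of −0.02 relative to all genes (adjusted p = 0.74). FZD5, another Frizzled gene (1.87, standard error 0.47, adjusted p = 0.57), was the second that rose, and the ligand gene WNT6 (−1.23, named after its value was seen) fell. In otic over lateral ectoderm 3 Wnt pathway genes were higher, FZD7, FZD8 and the secreted antagonist gene SFRP1 (1.60, named after its value was seen), and the ligand gene WNT11 was lower (−1.98, standard error 0.53, adjusted p = 0.40), though not without lateral replicate 2 (−1.49). The list's otic median was −0.13 (adjusted p = 0.54).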

Preliminary experiments however, indicated that activation of the Wnt pathway (using the Gsk3 inhibitor LiCl) in addition to FGF in our cultures of trigeminal ectoderm does not result in activation of the complete otic pathway, although it does significantly increase expression of *Pax2* (data not shown), consistent with observations in the zebrafish [12].

Our data clearly shows that the MAP kinase pathway is likely the principal intracellular signaling effector of FGF signaling during early otic placode development. During otic placode invagination, which occurs slightly later in embryogenesis, the PLC-gamma pathway has been implicated as being important for cell shape changes in response to FGF signaling [58]. Therefore, it is possible that the same receptor pathway could be affecting different aspects of otic development at different times via distinct mechanisms. Importantly, our study has confirmed that FGF signals regulate some, but not all otic gene expression and that additional signals that may regulate other aspects of otic induction remain to be identified. We now approach a time when all of the necessary molecular components of otic induction will be known, but a significant challenge remains in piecing together the complex interplay that directs otic development. Recent progress has been made in the assembly of placode-associated gene regulatory networks [59]. Region-specific expression profiles of different placodes such as our present study will provide the raw materials from which similar gene networks can be built and extended.

## Supporting Information

Table S1 **List of all otic-enriched genes.**
(XLSX)

Table S2 **List of all FGF up-regulated genes.**
(XLSX)

Table S3 **List of all otic-enriched genes also up-regulated by FGF.**
(XLSX)

Table S4 **List of primers for making in situ probes.** All reverse primers contain a T7 polymerase site (GGATCCTAATACGACTCACTATAGGGAG).
(DOCX)

Table S5 **List of primers for Q-PCR.**
(DOCX)

# Supplementary material for: Analysis of FGF-Dependent and FGF-Independent Pathways in Otic Placode Induction
**Source:** PLoS One. 2013 Jan 23;8(1):e55011. doi: 10.1371/journal.pone.0055011
**Supplement:** Table S4 — List of primers for making in situ probes. All reverse primers contain a T7 polymerase site (GGATCCTAATACGACTCACTATAGGGAG).

**Table S4: Primers for making in situ probes**

| **Gene** | **Accession No.** | **Primer Sequences** | **Size (bp)** |
| --- | --- | --- | --- |
|  |  | R: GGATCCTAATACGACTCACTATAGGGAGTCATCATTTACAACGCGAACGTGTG |  |
| *Has2* | NM_204806 | F: CAGTTAGTGGGCCTGATAAAGTCTTCC | 825 |
|  |  | R: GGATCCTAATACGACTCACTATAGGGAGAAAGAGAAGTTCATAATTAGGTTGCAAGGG |  |
| *Sox8* | AF228664 | F: CACGCCGCCCACGA | 875 |
|  |  | R: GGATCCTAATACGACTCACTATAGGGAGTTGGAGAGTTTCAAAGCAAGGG |  |

All reverse primers contain a T7 polymerase site (GGATCCTAATACGACTCACTATAGGGAG)

# Supplementary material for: Analysis of FGF-Dependent and FGF-Independent Pathways in Otic Placode Induction
**Source:** PLoS One. 2013 Jan 23;8(1):e55011. doi: 10.1371/journal.pone.0055011
**Supplement:** Table S5 — List of primers for Q-PCR.

**Table S5: List of Primers for Q-PCR**

| **Gene** | **Accession Number** | **Primers** | **Product Size (bp)** |
| --- | --- | --- | --- |
| *Auts2* | XM_415729 | F: GAACAGGCTACTTTTGCGACAGCG | 137 |
|  |  | R: AGGGTCGGCATTTTCAGCGAGC |  |
| *Bmp7* | AF205877.1 | F: **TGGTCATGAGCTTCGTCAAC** | 102 |
|  |  | R: **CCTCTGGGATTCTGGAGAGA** |  |
| *Elk3* | NM_001030749.1 | F: TGCCAAGTGCCTTCTACCACTTCT | 120 |
|  |  | R: ACAAGCAGCAGACATTTGCAGTCC |  |
| *EphA4* | NM_204781.1 | F: GTTTGCAATGTGATGGAGCCCAGT | 112 |
|  |  | R: TGCAGTCTCTCAGCGTGAACTTGA |  |
|  |  | R: GCACCTTGACGAAGCACTTA |  |
| *Gata3* | NM_001008444.1 | F: ACTTACCCACCGTATGTCCCCG | 135 |
|  |  | R: TACACACTCCCTGCCTTCTGTGC |  |
| *GAPDH* | NM_204305.1 | F: GAGGGTAGTGAAGGCTGCTG | 113 |
|  |  | R: CATCAAAGGTGGAGGAATGG |  |
| *Has2* | NM_204806 | F: AAGATCCAATGGTTGGAGGA | 79 |
|  |  | R: CTGCTCAGAAAGGAGATCCAG |  |
| *Lmx1b* | NM_205358 | F: ATGGAAGATCACCCGCTGCG | 61 |
|  |  | R: ACTCCGACCCCAGTAACACTCC |  |
| *Pax2* | NM_204793.1 | F: ATCTGCGACAACGACACGGTCC | 138 |
|  |  | R: GCTGGGCACGATAGTATGTCCTGG |  |
| *Robo2* | AY600957.1 | F: GTCCGCTGGAAGAAGGATG | 81 |
|  |  | R: CTTCTTGATGCGCAAAGTGT |  |
| *S16* | [XM_416113.2](http://www.ncbi.nlm.nih.gov/nuccore/XM_416113.2) | F: AATGATTGAGCCTAGGACTTTGCA | 81 |
|  |  | R: TCAACACCAGCAAATCTCTCCTT |  |
| *Sox8* | AF228664 | F: GCAAGCTCTGGCGTTTGTTA | 61 |
|  |  | R: CGCTCAGCTTCTTCCACAA |  |
| *Spry2* | NM_204800.1 | F: AAGACTTGGGAGCACACAGCTACA | 149 |
|  |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

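RNA of otic ectoderm, lateral ectoderm and trigeminal ectoderm cultured for 18 h with 50 ng/ml FGF2 or without FGF2 was measured on Affymetrix GeneChip Chicken Genome arrays, with 2 arrays in each of the 4 groups. Each array received RNA pooled from about 80 pieces of ectoderm, amplified in 2 cycles and labelled with biotin. The authors summarised each probe set of each array as 1 intensity on a linear scale, and these intensities were used as deposited. The summary method, the background correction and any scaling between arrays are not given in the sources used here, and the array medians differ, so that the values were not quantile normalized. The authors name limma for their own comparison, without its version. Raw scans were not used here.

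The table holds 38535 probe sets, of which 96 are controls and were left out. Of the 38439 tested, 27168 name one gene symbol, 177 several and 11094 none, and 126 took their symbol only from the paper's tables, so that 13041 genes could be counted. Values under 1 were set to 1 and the log2 was taken. No offset, filter on dim probe sets or scaling between arrays was applied in the values given with the paper's statements. The 2 groups of each comparison were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, in one model with a mean per group over all 8 arrays, which leaves 4 residual degrees of freedom. Tests were two-sided and adjusted by the method of Benjamini and Hochberg over all probe sets. Genes were counted at an adjusted p under 0.05, and at a fold above 2 with an unadjusted p under 0.05. The paper names a 2-fold limit and p under 0.05 for its lists without saying whether that p was adjusted. Array data give no depth, and the number of arrays limits the precision.

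Genes were named by a rule. It takes every gene in the sentence beside which a value stands, in the probe set of the study's tables where they give one, and the 10 genes per direction with the largest change among those past an adjusted p under 0.05 whose groups do not overlap. Because no gene passed, these places were filled by genes past the 2-fold limits. In each list of genes up to 2 members of largest change were taken. The values in the paper's tables had been seen before the rule was written.

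A total of 20 lists of genes were tested with camera of limma, with a preset correlation of 0.01 between genes and with an estimated one, on 1 probe set per gene, the one of the highest mean. Their members came from general knowledge and from genes that the paper names from these arrays. Lists that hold such genes are to that extent not independent evidence. Medians of lists are relative to the median of all genes used. With an estimated correlation 0 lists passed in either comparison. Genes higher in both comparisons were counted and compared with independent lists by Fisher's exact test over genes. The probe sets of the paper's Tables S1 and S2 were followed in the same fit. Those of Table S1 were also tested with camera and fry of limma in the FGF2 comparison.

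The comparisons, tests, lists, the rule for named genes and these alternatives were fixed before the data were examined: quantile normalization, median centring, a fit of the 4 arrays of one comparison, leaving out the 40% of probe sets of lowest mean, a prior variance that follows the intensity (eBayes trend), the replicate number as a block, each array left out in turn, other limits on the fold and p, another choice of probe set for the lists, and the estimated correlation. An offset of 32 before the log2, and combinations of scaling, filter and trend, were added after the data had been seen. When an array is left out, the lone array of its group is assumed to vary like the other groups. The whole procedure was tested on simulated data with known changes, written after a first look at the measured values. Random lists of genes, 10000 for each comparison of a list, were drawn from genes of like mean intensity in 20 bins. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.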

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

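The tests of brightness and of a share of otic tissue in lateral replicate 2, and the test of otic genes already on in culture, were chosen only after the result was seen.

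The paper lists transcripts enriched in otic ectoderm or raised with FGF2, and the results that follow concern lower genes and whole gene lists. Of these, the cell cycle list shares MYCN and CCND1 with the paper's otic list. In otic ectoderm 1048 probe sets were lower than in lateral ectoderm at a fold above 2 and an unadjusted p under 0.05, where simulated data without any change gave 824. Among genes, 87 were lower in otic ectoderm and also lower with FGF2, where independent lists would share 25.9 (odds ratio 4.26, Fisher's exact test, two-sided p = 3.1e-24). The genes lower with FGF2 come from 868 probe sets, where simulated data without any change gave 848. Any probe set of a gene could pass, in a shared fit, and the same rule gave an excess in opposite directions too. That excess was gone (odds ratio 1.03) with 1 probe set per gene, separate fits and bins of brightness. The lower genes were not tested alone in that way. Endothelial and blood genes had an otic median of −1.40 relative to all genes. Cell cycle genes had a median of 0.33 with FGF2, and 0.14 (adjusted p = 0.17) without the untreated replicate 1.

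The first pattern is that the known otic genes were higher in lateral replicate 2 than in lateral replicate 1, in 25 of 33 genes. After quantile normalization the median log2 difference was 0.576, outside the −0.247 to 0.229 that held the central 95% of 10000 random lists of like brightness, which argues against a difference in brightness over the whole array, while between the otic replicates the list differed by 0.314, inside its own range (up to 0.321). A single share of otic tissue in the pool of replicate 2 would raise each otic gene by a like percent of its otic level, and over 23 genes the rise had a median of 6.46% with quartiles of 1.15% and 13.1% and a range of −15.6% to 25.3%. The spread of 1.84 times the median is too wide to place all genes at one share and too narrow to exclude it, so that a single share of otic tissue and a difference in the state of the lateral ectoderm cannot be told apart. No biological explanation was tested, since the design gives none that separates the lateral pools.

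Another pattern is that the genes higher in otic ectoderm stood above lateral ectoderm already in trigeminal ectoderm cultured without FGF2, by a median of 1.10 relative to all genes (88.6% of 1198 genes), and below otic ectoderm by −0.46. The choice of these genes on the same lateral and otic arrays widens both differences, and with genes chosen on replicate 1 or replicate 2 alone (2064 and 2022 genes) the median against the lateral array not used was 0.146 and 0.310. Both lie above their random lists (up to 0.045 and 0.051), which argues against the choice of genes as the whole cause, although most of the 1.10 was not seen in this test. Among the otic genes not raised with FGF2, 66.8% (693 of 1038, 95% binomial confidence interval 63.8% to 69.6%) stood without FGF2 above the midpoint of lateral and otic ectoderm, a share raised by the same choice of genes and by the choice of genes not raised with FGF2, which favours high values without it. It may be that a part of the otic genes is on in trigeminal ectoderm cultured without FGF2, which stays an untested hypothesis because region, stage and culture differ together between these groups.

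The last pattern is that more genes were called in both comparisons than independent lists would share, in opposite directions (166 genes, 80.7 expected) as well as in the same one (247 genes, 86.8 expected). With each comparison fitted on its own 4 arrays the odds ratio of opposite calls was 1.93 (95% interval 1.61 to 2.32), which argues against the shared estimate of the spread as the whole cause. With 1 probe set per gene it was 1.65 (1.12 to 2.43), which argues against the several probe sets of a gene as the whole cause. With both choices together it was 1.57 (1.04 to 2.35), and within 20 bins of mean intensity 1.03 (0.683 to 1.55). Opposite calls were thus not in excess among genes of like intensity, while calls in the same direction stayed in excess, at 3.55 (2.77 to 4.56). Whether bright or dim genes were called more easily was not tested. With dim probe sets left out, FGF2 calls were 522 higher and 254 lower of 23063 probe sets, against 1054 and 868 of 38439. Whether the same-direction excess reflects a response to FGF shared by otic and trigeminal ectoderm stays open.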

How the results depend on the processing

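The offset of 32 and the combined settings were chosen after seeing the data, and the other settings were fixed with the design. No called gene changed direction in a setting that kept its probe set. Of 173 results for named genes, 165 kept their side of the limits under quantile normalization and 165 under median centring, 158 with the eBayes trend, 155 with the arrays of one comparison fitted alone, and 150 to 160 when an array was left out. Fitted alone, the arrays of a comparison ended 11 calls, among them DACH1, FGF18, SPRED1, DUSP6, DLL1, IRX1 and FZD7 in otic ectoderm and NGFR with FGF2. The offset of 32 ended 26 calls, those of EYA4, SPRED1, EPHA4, SEPTIN3, KCNH5, PROX1 and RBP4 in otic ectoderm and of TBX1, FGF19, ETV5, EFHC2, NOX4, GDF5, SPATA17, PDCD1, GNAT2, TROJANZ, KRT80, NEUROD1, HSF4, MEOX2, DBX2, JAG2, HMOX1 and both KL probe sets with FGF2. Of 40 list results, 40 were kept under quantile normalization and 20 with an estimated correlation, under which 0 lists passed in either comparison. The causes of the changes below were not tested, except where a setting tests fewer probe sets or sets another limit.

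At an adjusted p under 0.05, where the otic comparison gave 0 probe sets, it gave 3 with dim probe sets left out, 45 with the trend, 148 with both, 82 with quantile normalization and trend, 173 with all of these, 1 with the offset of 32 and 42 with the offset and quantile normalization. The FGF2 comparison gave 1 with dim probe sets left out and trend, 3 with quantile normalization and trend, 6 with all of these, 1 with the offset and 3 with the offset and quantile normalization.

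The 1198 genes higher in otic ectoderm became 375 with the offset, 243 with the offset and quantile normalization, 571 with quantile normalization, dim probe sets left out and trend, 3014 with a fold above 2 and no limit on p, and 0 with an adjusted p under 0.05. The 653 lower genes became 356 with dim probe sets left out, 363 with the trend added, 216 with the offset, 302 with the offset and quantile normalization, 1948 with no limit on p and 0 with an adjusted p, and ranged from 605 to 1235 when an array was left out, the highest without otic replicate 2. The 662 genes raised with FGF2 became 370 with dim probe sets left out, 354 with the trend added, 276 with quantile normalization as well, 141 with the offset, 103 with the offset and quantile normalization, 2158 with no limit on p and 0 with an adjusted p. The 518 lowered became, in the same order, 168, 155, 198, 49, 73, 1970 and 0. The 160 shared genes became 100, 101, 66, 42, 33 and 890 for the settings of that order that gave a list, and 91 with quantile normalization and trend. The share of 35% among the 20 genes of largest otic change was 25% after quantile normalization (Fisher's exact test, p = 0.18) and 25% with the trend added (p = 0.062), and ranged from 20% to 45% when an array was left out.

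Of the lists, 12 passed in the otic comparison, and 6 to 12 when an array was left out, the fewest without otic replicate 1. With FGF2 8 passed, and 4 when each gene was represented by its probe set of largest fold change. The correlation across genes of 0.085 was 0.19 with the offset and 0.16 with the offset and quantile normalization, and ranged from 0.0021 to 0.14 when an array was left out.

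The median of the otic genes in culture without FGF2 over lateral ectoderm, 1.10, was 1.27 after quantile normalization, 1.29 after median centring, 1.16 with 4 arrays at a time, 0.99 with dim probe sets left out, 1.15 with the trend, 0.87 with the offset, 1.02 with the offset and quantile normalization, 1.35 with quantile normalization and trend and 1.26 with dim probe sets left out as well, and 0.87 to 1.71 when an array was left out. Against otic ectoderm (−0.46) it was −0.63 with 4 arrays at a time, −0.27 with dim probe sets left out, −0.24 with the trend added, −0.25 with quantile normalization as well, −0.36 with the offset and quantile normalization, and −0.99 to −0.26 when an array was left out. With FGF2 the value of −0.35 was −0.52 with 4 arrays at a time, −0.14 with dim probe sets left out, −0.27 with the trend, −0.11 with both, −0.30 with quantile normalization and trend, −0.10 with all of these, −0.063 with the offset, −0.10 with the offset and quantile normalization, and −0.88 to −0.16 when an array was left out.

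Among calls of named genes, other probe sets of the same gene pointed the other way for TBX1 with FGF2 (−1.23), EYA4 (−0.27), SMOC1 (−1.74), SPRED1 (−0.49), ETV4 (−1.38, and −1.05 with FGF2) and ETV5 (−0.10) in otic ectoderm, and FZD8 with FGF2 (−2.51). Of these other probe sets that of FZD8 alone passed both limits, and the rest do not settle a direction. That of EYA4 stood at 2.1 and 9.3 in otic against 12.4 and 2.3 in lateral ectoderm, under the array medians.

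The replicate numbers are shared by all groups without a stated pairing. With the replicate number as a block, 1260 genes were higher and 665 lower in otic ectoderm, 682 higher and 567 lower with FGF2, and 0 passed an adjusted p under 0.05 in either comparison. Deviations of paired replicates correlated across probe sets by −0.023 to 0.028 between groups. Signal over background limits what dim probe sets can show, since values at the floor of 1 turn small intensities into large fold changes.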

Differences from the paper's values

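The paper reports 345 transcripts enriched in otic ectoderm at a fold above 2, and 1198 genes passed here at a fold above 2 and an unadjusted p under 0.05. The paper reports 185 transcripts raised with FGF2, against 662 genes here, and 52 transcripts in both lists, against 160 genes here. These 3 counts differed from the paper's under all alternatives fixed before the data were examined. With an offset of 32 added before the log2, an alternative chosen after seeing the values, 375 genes were higher in otic ectoderm, 141 rose with FGF2 and 42 were shared (11.2%), and 236 of 344 probe sets of the paper's otic list and 110 of 185 of its FGF2 list passed, against 260 and 102 without the offset. The paper's share of 15% of otic transcripts raised with FGF2 stands beside 13.4% here and is not counted as different. The sets are unlike, since the 13.4% is over 1198 genes counted on any probe set. Independent lists would share 60.8 genes where 160 were shared. Over the paper's own 344 otic probe sets the share was 11.0%. It was 9.88% to 14.5% under the other scalings, filters and fits of all arrays fixed before the data were examined.

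Among the 20 most enriched otic genes, the paper's value is 55% (11 of 20) and the value here 35% (7 of 20). The difference was closed with the arrays of each comparison fitted alone (45%, 9 genes), without lateral replicate 2 (45%, 9 genes) and with no limit on p (60%, 12 genes), and stayed under the other alternatives fixed before the data were examined.

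Fold changes in otic ectoderm were larger here than in the paper's tables for 29 of 36 genes, with a median ratio of 1.59. Of the 36 genes, 10 counted as different. These differed by more than 1.5 times, and either by more than the spread between replicates or with an array at or under the floor of 1. FGF18 lay within that spread and was counted through the floor alone. For GBX2 the paper's fold is 9.6 and the value here 23.1, for FGF8 the paper's is 4.1 and here 32.3, and for FGF3 the paper's is 3.2 and here 28.4. For EPHA4 the paper's fold is 2.1 against 15.3 here, for HES5 the paper's is 2.5 against 5.63 here, and for HES6 the paper's is 2.3 against 13.6 here. These 6 differed under all alternatives fixed before the data were examined. For EYA4 the paper's fold is 2 against 3.67 here, and for FGF18 the paper's is 2.5 against 12.3 here, with no difference by the same measure without lateral replicate 2 (2.76 and 3.06) and a difference under the other alternatives fixed before the data were examined. For ETV4 the paper's fold is 3.1 against 6.57 here, and for FZD8 the paper's is 3 against 4.70 here. Both came within the limits after quantile normalization (5.97 and 4.20), after median centring (5.76 and 4.12), without otic replicate 2 (6.03 and 3.74) and without lateral replicate 1 (3.94 and 3.85), and not under the others fixed before the data were examined. With FGF2, 17 of 22 folds were larger here, with a median ratio of 1.13, and GBX2 was the gene that differed, with the paper's fold of 3.7 against 7.80 here under all of those alternatives.

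With the offset of 32 chosen after seeing the values, the otic folds of these genes came within 1.5 times of the paper's in FGF8 (3.02), FGF3 (2.53), EPHA4 (1.89), HES5 (2.04), HES6 (3.13), EYA4 (2), FGF18 (2.09), ETV4 (3.83) and FZD8 (3.58), and not in GBX2 (21.4, and 6.77 with FGF2). Over the 36 genes the median ratio to the paper's folds was then 0.869, and 8 genes were more than 1.5 times apart, among them SOX8 (10.6, the paper's fold being 25) and EYA2 (5.68, the paper's being 11.2).

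The paper's table of the 20 most enriched otic genes starts with HS3ST3B1, at the paper's fold of 32.1, where the value here is 37.5. The gene of largest increase here, NTN3 (fold 54.1), is not in that table, and its probe set stands in the paper's full otic table as NTN1 with the paper's fold of 3.5.

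The paper names ETV3 among the otic transcripts, while its otic table holds ETV4 and ETV5, and ETV3 had a log2 fold change of 0.18 here and was not called in otic ectoderm. The paper states that FZD7 was induced by FGF, and FZD7 had 0.47 here and is not in the paper's FGF2 table, while FZD8 rose by 2.17. The paper states that FGFR4 was not represented on the array, and a probe set annotated to FGFR4 was found. The paper places PAX2 and SOX8 in both lists, and with FGF2 they had fold changes of 2.51 and 1.07 here without passing the p limit, while a second PAX2 probe set passed (2.04). PAX2 was called in the fit of 4 arrays, with dim probe sets left out, with the trend and without either lateral array, and SOX8 in the fit of 4 arrays and without either lateral array. MEOX1 (1.18) and ROBO2 (1.06) are in the paper's otic list and did not pass the p limit here, where MEOX1 was called with the trend and without otic replicate 2, and ROBO2 with dim probe sets left out, with the trend, with a replicate block and without otic replicate 1. The paper's tables give FGF19 as not regulated by FGF, and it rose by 1.39 here, a call lost without any 1 of the cultured arrays, without either otic array and with the offset of 32. The text gives 345 otic transcripts in its results and 344 in its discussion, where its table gives 344, and 52 shared ones where 53 of the table carry the mark.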

Other observations

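The comparison of the untreated arrays by gene list was among the tests chosen only after the result was seen. MYCN and CCND1, genes that drive proliferation, were higher in otic than in lateral ectoderm by log2 fold changes of 2.25 (standard error 0.42, adjusted p = 0.24, n = 2 arrays per group) and 2.16 (standard error 0.40, adjusted p = 0.24). Of 34 cell cycle genes 4 were higher and 0 lower (2 adjusted over the list alone), with a median of 0.29 relative to all genes (adjusted p = 0.0019, adjusted p = 0.59 with an estimated correlation). In the BMP and activin list the secreted antagonist genes CER1 (3.77, standard error 0.83, adjusted p = 0.30) and FST (2.94, standard error 0.53, adjusted p = 0.23) were higher, as was the receptor gene BMPR1B (1.29), and the BMP target gene MSX2 (−1.77) was lower, the last genes being named after their values were seen. Over its 27 genes, 2 of them higher adjusted over the list alone, the median was −0.45 relative to all genes (adjusted p = 0.034, adjusted p = 0.59 with an estimated correlation). Before the shift of all genes was taken off, the median was −0.26 and the mean −0.04. The list did not pass under median centring (adjusted p = 0.054) or with 4 arrays at a time (adjusted p = 0.051). Its median was −0.29 without otic replicate 1, −0.46 without lateral replicate 1 and −0.50 without lateral replicate 2, and it did not pass in these fits either. Of 17 epibranchial and trigeminal genes 4 were higher in otic ectoderm and 0 lower (2 adjusted over the list alone), among them ISL1 (3.19, standard error 0.68, adjusted p = 0.29) and EBF3 (2.90, standard error 0.35, adjusted p = 0.20), and NTRK3 (1.70) and ELAVL4 (1.56), named after their values were seen. That list's median was 0.85 (adjusted p = 0.010, adjusted p = 0.20 with an estimated correlation), and it did not pass without otic replicate 1 (1.05, adjusted p = 0.090) or lateral replicate 2 (0.44, adjusted p = 0.19). The mesenchymal transcription factor gene FOXC2 (3.48, standard error 0.57, adjusted p = 0.21), the crest gene SOX10 (2.29, standard error 0.58, adjusted p = 0.38), the lens crystallin gene CRYBA4 (3.31, standard error 0.79, adjusted p = 0.34) and the glycolysis regulator PFKFB3 (2.38, standard error 0.42, adjusted p = 0.22) were higher, and the endothelin receptor gene EDNRB (−2.72, standard error 0.37, adjusted p = 0.20) and VEGFA (−2.20, standard error 0.62, adjusted p = 0.42) were lower, while their lists did not pass. In those lists 4 of 29 mesoderm genes were higher and 1 lower (median 0.39, adjusted p = 0.58), 2 of 18 crest genes higher and 1 lower (−0.12, adjusted p = 0.75), 3 of 23 lens genes higher and 1 lower (0.17, adjusted p = 0.53), 3 of 18 endoderm genes higher and 1 lower (−0.09, adjusted p = 0.96), and 3 of 24 stress and hypoxia genes higher and 2 lower (−0.07, adjusted p = 0.58). Adjusted over the list alone, 1 mesoderm gene and 1 stress gene were higher, 1 crest gene was lower, and 0 lens and 0 endoderm genes passed.

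With FGF2, HMOX1, a heme oxygenase, rose in cultured trigeminal ectoderm by 2.93 (standard error 0.73, adjusted p = 0.57), a call lost with the offset of 32 chosen after seeing the values (0.83), and the glycolysis genes PFKFB3 (1.23) and ENO2 (1.25, named after its value was seen) rose with it. These were 3 of 24 stress and hypoxia genes, 0 of which fell (0 adjusted over the list alone), with a median of 0.22 (adjusted p = 0.0093, adjusted p = 0.47 with an estimated correlation), and the list did not pass without FGF2-treated replicate 1 (0.13, adjusted p = 0.063) or untreated replicate 2 (0.11, adjusted p = 0.18). Of 34 cell cycle genes CDKN2B, an inhibitor of cyclin-dependent kinases, rose (2.52, standard error 0.71, adjusted p = 0.67), though not without untreated replicate 2 (1.92), and the list, with 0 genes adjusted over the list alone, had adjusted p = 0.00076 and adjusted p = 0.60 with an estimated correlation. The hindbrain genes NKX6-1 (2.80, standard error 0.48, adjusted p = 0.34) and DBX2 (1.38, standard error 0.36, adjusted p = 0.60) rose, the call of DBX2 being lost without FGF2-treated replicate 1 (1.13), and with OLIG2 (1.35, named after its value was seen) they made 3 of 24 neural tube genes (1 adjusted over the list alone, median 0.12, adjusted p = 0.50). Calls in the lists that did not pass were few, namely 1 of 12 pan-placodal genes, EYA2 (1 adjusted over the list alone, median 0.16, adjusted p = 0.24), 2 BMP and activin genes higher and 1 lower (−0.05, adjusted p = 0.99), 1 lens gene, HSF4 (list −0.05, adjusted p = 0.96), 2 crest genes higher and 1 lower (0.18, adjusted p = 0.72) and 3 mesoderm genes (0.03, adjusted p = 0.74), with 0 adjusted over the list alone in the last 4. HSF4, a heat shock factor of the lens (2.07), lost its call with 4 arrays at a time, with the eBayes trend, and without either otic array (2.07), either FGF2-treated array (2.11 and 2.04) or untreated replicate 1 (0.97). MEOX2, a homeobox gene of somites (2.38), lost it with 4 arrays at a time and without either otic array (2.38), FGF2-treated replicate 2 (1.43) or untreated replicate 1 (1.63). Of the FGF receptor list the klotho gene KL fell in its brightest probe set (list median −0.73, adjusted p = 0.14), and the list passed without FGF2-treated replicate 2 (−1.28, adjusted p = 0.041). FGFR3 had a fold change of −0.98 (standard error 0.45, adjusted p = 0.99) and was counted as lower after quantile normalization (−1.15). Epidermis genes (−0.27, adjusted p = 0.14), endoderm genes (0.24, adjusted p = 0.54) and endothelial and blood genes (0.26, adjusted p = 0.21) did not move as lists (0 adjusted over the list alone in each), but epidermis passed without untreated replicate 2 (−0.52, adjusted p = 0.0016), and endoderm (0.52, adjusted p = 0.0013) and endothelium and blood (0.67, adjusted p = 0.0013) without untreated replicate 1.

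The untreated trigeminal arrays differed from each other in several lists, as median log2 differences of replicate 2 minus replicate 1: −1.04 in endoderm genes (random lists −0.356 to 0.375), −0.68 in endothelial and blood genes, −0.54 in epidermis genes and −0.54 in mesoderm genes. The Ets and immediate-early genes (−0.43) and the BMP and activin genes (−0.41) were also below their random lists, the known otic genes (0.36), the Notch (0.35) and Wnt (0.31) pathways and cell cycle genes (0.24) were above theirs, and neural tube genes (0.17) were inside (−0.271 to 0.293).

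Genes higher in otic ectoderm were lower in trigeminal ectoderm with FGF2 than in otic ectoderm by a median of −0.35 relative to all genes, with 33.3% of them above the median of all probe sets. These genes were chosen for high values on the same otic arrays, which by itself makes other groups stand lower, and no choice on other arrays was tested. Over single arrays the correlation across genes of the otic and FGF2 fold changes had a standard deviation of 0.053.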
